# The rhythmic coupling of Egr-1 and Cidea regulates age-related metabolic dysfunction in the liver of male mice

**DOI:** 10.1038/s41467-023-36775-8

**Published:** 2023-03-24

**Authors:** Jing Wu, Dandan Bu, Haiquan Wang, Di Shen, Danyang Chong, Tongyu Zhang, Weiwei Tao, Mengfei Zhao, Yue Zhao, Lei Fang, Peng Li, Bin Xue, Chao-Jun Li

**Keywords:** Circadian rhythms, Gene regulation, Ageing, Fat metabolism

## Abstract

The liver lipid metabolism of older individuals canbecome impaired and the circadian rhythm of genes involved in lipid metabolism is also disturbed. Although the link between metabolism and circadian rhythms is already recognized, how these processes are decoupled in liver during aging is still largely unknown. Here, we show that the circadian rhythm for the transcription factor Egr-1 expression is shifted forward with age in male mice. *Egr-1* deletion accelerates liver age-related metabolic dysfunction, which associates with increased triglyceride accumulation, disruption of the opposite rhythmic coupling of Egr-1 and Cidea (Cell Death Inducing DFFA Like Effector A) at the transcriptional level and large lipid droplet formation. Importantly, adjustment of the central clock with light via a 4-hour forward shift in 6-month-old mice, leads to recovery the rhythm shift of Egr-1 during aging and largely ameliorated liver metabolic dysfunction. All our collected data suggest that liver Egr-1 might integrate the central and peripheral rhythms and regulate metabolic homeostasis in the liver.

## Abstract (web summary)

Many transcriptomic pathways in the liver show circadian rhythms, which have been reported to be disrupted in aged mice. Here the authors report that the expression of transcription factor Egr-1 decreases and its rhythm is shifted with age in the liver of male mice, and that deletion of *Egr-1* results in increased liver fat accumulation.

## Introduction

Aging is associated with metabolic disorders such as obesity, hyperglycemia, and hyperlipidemia^1^ resulting from age-related nutrient sensing deregulation, mitochondrial dysfunction, cellular signaling pathway reprogramming, and insulin resistance^2^. As the central metabolic organ, the liver exhibits signs of progressive metabolic disorder during aging, such as triglyceride (TG) accumulation enhancement, fatty acid oxidation inhibition, and lipolysis impairment^3–5^. On the other hand, the circadian rhythms in the superchiasmatic nucleus (SCN) and peripheral tissues also undergo significant changes during aging^6^. The rhythm of Per1 expression seen in the lungs of young rats (2 months old) is absent in old animals (24–26 months old)^7^. The expression amplitude of clock genes such as *Clk* and *Pdp1cε* is also decreased in the head and body tissues of aged flies (58 days old)^8^. These declines in peripheral clocks may affect rhythmic changes in hormone release, temperature regulation, and metabolism^6^.

Many metabolic processes in the liver, such as gluconeogenesis, lipogenesis, and bile acid synthesis, also show rhythmic changes regulated by master circadian rhythms, and these metabolic processes exhibit progressive alterations with age^6,9,10^. It has been reported that 44.8% of genes that are rhythmically expressed in young mice exhibit rhythm disorders in elderly mice; these genes are mainly involved in glycerol metabolism and sterol metabolism^2^. Deficiencies in circadian genes, such as *Bmal1* and *Per1/2*, can accelerate the aging process^11^. Thus, impairment of metabolic and circadian rhythmic synchronization might be particularly important with age increased in the liver, but how the processes are coordinated still needs to be explored.

Early growth response-1 (Egr-1) is a member of the immediate early gene family that recognizes a highly conserved GC-based promoter sequence and then regulates the expression of many target genes^12,13^. Egr-1 can be activated by a variety of stimuli, including cytokines, growth factors, and hormones, and regulates cell proliferation, cell metabolism, and the hepatic clock circuitry^14–16^. It has been reported that both the mRNA and protein levels of Egr-1 are significantly decreased in senescent cell lines^17,18^. RNA sequencing (RNA-seq) data have shown that Egr-1 expression in the livers of 21-month-old mice is significantly decreased^19^. Previous studies have also shown that Egr-1 can regulate glucose and lipid metabolism and act as a molecular brake that prevents excessive stimulation and regulates fluctuating blood glucose levels under physiologic conditions^20,21^. After a meal, Egr-1 can be induced by insulin in skeletal muscle cells and inhibit insulin receptor phosphorylation, thus reducing insulin sensitivity^20^. After long-term fasting, Egr-1 can be activated by glucagon and regulate the expression of gluconeogenesis genes in the liver^21^. Moreover, Egr-1 acts as an important regulator in lipid metabolism. Egr-1 enhanced by insulin directly inhibits patatin-like phospholipase domain containing 2 (ATGL) transcription and inhibits lipolysis of adipocytes^22^. Egr-1 also affects the transcription of the key cholesterol synthesis genes *Hmgcr, Cyp51*, *Me1*, and *Sqle* and promotes cholesterol anabolism^23^. In addition, our previous work has demonstrated that Egr-1 is rhythmically expressed in the livers of young mice and is required for the circadian expression patterns of several core clock genes in the liver; it especially regulates the transcriptional activity of the biorhythm gene *Per1*. On the other hand, the rhythm of Egr-1 is also regulated by BMAL1/CLOCK heterodimer expression^16^. Thus, we speculated that Egr-1 may act as a mediator to regulate the age-associated cooperation between circadian rhythms and metabolic patterns.

In this work, we demonstrate that the zeitgeber time (ZT) of Egr-1 peak expression is shifted forward with age. *Egr-1* deletion accelerates liver age-related TG accumulation by enhancing CD36 expression to facilitate fatty acid uptake and enhancing Cidea (cell death inducing DFFA like effector A) transcriptional expression to form large lipid droplets. The rhythmic coupling of Egr-1 and Cidea can regulate the formation of large lipid droplets in a BMAL1/CLOCK-dependent manner. Aging disrupts the coupling between Egr-1 and Cidea and facilitates large lipid droplet formation, resulting in age-related metabolic dysfunction of the liver. These results indicate that Egr-1 is a key mediator that regulates the age-associated cooperation between circadian rhythm and lipid metabolism in the liver.

## Results

### Liver rhythmic lipid metabolism is disrupted with age increased

To determine how lipid metabolism changes with age increased, we detected triglyceride (TG) accumulation and the results suggested that TG levels in the liver increased with age (Fig. 1A). Hematoxylin and eosin (H&E) staining and Oil Red O staining also showed that lipid droplet accumulation in the livers of mice increased at 12 months (Fig. 1B), when positive staining for the aging marker β-galactosidase (β-gal) began, and was significantly increased at 21 months (Fig. 1C). This observation indicated a phenomenon of metabolic dysfunction in the liver with age increase. Moreover, to determine how rhythmic metabolism and the hepatic clock change with age increased, mice of different ages (2, 6, and 12 months of age) were sacrificed every 4 h started at zeitgeber time (ZT) 1 over the circadian cycle (ZT1, 5, 9, 13, 17, 21) and hepatic transcriptomic analysis was performed. 

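Liver RNA of male C57BL/6J mice was sequenced at ZT1, 5, 9, 13, 17, and 21 at 2, 6, and 12 months of age, with 1 library for each age and time point (18 libraries). The authors enriched poly(A) RNA, aligned the reads with HISAT2, and deposited the counts of reads on each gene from featureCounts, without normalization and with genes listed by symbol. The table held 54429 gene symbols, of which 25804 had a count in at least 1 library. Total counts per library ranged from 13375377 to 16557378, with medians of 14893853 at 2 months, 14037794 at 6 months, and 15004964 at 12 months. The paper's text does not state whether RNA of several mice was pooled in a library, and no spread between mice could be measured. Counts were normalized with edgeR's TMM factors and expressed as CPM, the count of a gene relative to the normalized library total. Rhythms were tested within each age in the 12470 genes with a mean of at least 1 CPM over the 18 libraries. Differences between ages were tested with edgeR's quasi-likelihood F-test. The test of level took ZT as a block, and the test of rhythm took the age-by-cosine and age-by-sine terms of a 24-h curve. In both tests, the 6 time points of an age stood in for replicates. Intervals given for single libraries are exact Poisson 95% intervals and cover counting error only.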

Heatmaps and Venn diagrams display circadian genes selected using the nonparametric algorithm JTK_cycle^24^ and genes with p. adjust<0.05 were regarded as circadian genes. 

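JTK_cycle compares the order of a gene's values over the day with cosine curves of different phases. The same kind of score was computed from the 6 values of each age against a 24-h cosine peaking at each sampled ZT, and its p was taken from all 720 orders of the 6 values (exact permutation test, two-sided). Of these orders, 24 reach the highest score of 13. For values without ties, the smallest p that this exact test allows is therefore 0.0333, and the next is 0.133. This p covers the phases tried for a gene but not the number of genes, and 3.33% of genes without a rhythm reach it. Genes at this smallest unadjusted p were called rhythmic. After Benjamini-Hochberg adjustment over the 12470 genes, the smallest p of the exact permutation test was 0.385, and 0 genes passed 0.05 at each age. With 6 values per gene, an adjusted p under 0.05 would need most of the genes tested to reach the smallest p. This count of 0 was therefore set by the number of values and does not speak against rhythms.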

Exclusive circadian genes were found and displayed by heatmaps in the 2, 6, and 12-month groups (Fig. 1D–F). Transcriptomics revealed 621 genes exclusively oscillatory in 2-month group, 579 genes exclusively oscillatory in the 6-month group, and 428 genes were only rhythmic in the 12-month group. 

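In the 2-month group, 1080 genes were called rhythmic, compared with 1020 in the 6-month group and 802 in the 12-month group. Chance alone gives 415.7 of the genes tested. The counts were 2.6, 2.45, and 1.93 times that number at 2, 6, and 12 months. Genes called at 1 age alone numbered 837 at 2 months, 827 at 6 months, and 585 at 12 months. A call at 1 age alone does not test whether the rhythm of the gene differed between ages. A cosinor fitted by edgeR to the 18 libraries, at an unadjusted p under 0.05, moved the counts most among the alternatives that left any gene, to 2841, 2725, and 2511 genes. The libraries of each age were also placed in their 60 distinct circular orders. The wrong orders gave 169 to 694 genes at 2 months, 187 to 833 genes at 6 months, and 220 to 655 genes at 12 months.

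**Figure D1:**
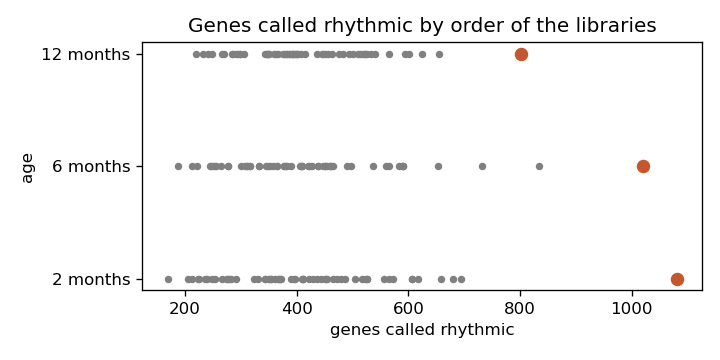
Number of genes called rhythmic (horizontal axis) at each age (vertical axis) with the 6 libraries of an age in their real order (large orange points) and in the other circular orders (small grey points). The real orders gave 1080 genes at 2 months, 1020 genes at 6 months, and 802 genes at 12 months, above every other order.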

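At all 3 ages, 17 genes were called rhythmic, where 5.68 would be expected if the calls were independent. The 2-month and 6-month groups shared 118 genes (88.3 expected), and the 6-month and 12-month groups shared 92 genes (65.6 expected). A shared call requires the smallest possible p 3 times, so that genes with a rhythm at each age can be missed. With the edgeR cosinor and Benjamini-Hochberg adjusted p under 0.05, 684, 654, and 493 genes were rhythmic at 2, 6, and 12 months, and 163 genes were rhythmic at all 3 ages.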

Among the three groups, only 12 genes kept similar rhythms and fewer metabolism-related genes maintained consistent rhythms (Fig. 1G). GO enrichment analysis of oscillatory genes in a 2-month group and selecting the top 20 biological pathways indicated that 45.1 percent of these processes were related to lipid metabolism (Fig. 1H). However, with age increased, the proportion of lipid metabolism-related pathways gradually decreased to 28.3 percent in a 6-month group (Fig. 1I) and only 3 percent in 12-month group (Fig. 1J). Thus, these results revealed that rhythmic lipid metabolism was disordered with aging.

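Whether the rhythm of a gene changed with age was tested directly in the genes that passed edgeR's filter on low counts. Between 2 and 12 months, 0 of 14635 genes had an adjusted p under 0.05 for a change of rhythm (edgeR quasi-likelihood F-test, Benjamini-Hochberg adjustment), and 649 genes had an unadjusted p under 0.05. Between 2 and 6 months, 31 of 14555 genes passed the same threshold, and 1623 genes had an unadjusted p under 0.05. With the likelihood-ratio test of DESeq2, these counts were 17 and 255 genes, and leaving out 1 time point gave as few as 0 genes for each. The mean level over the day differed in 2042 genes between 2 and 12 months, of which 1083 were higher and 959 were lower at 12 months. Between 2 and 6 months, the level differed in 1611 genes, of which 783 were higher and 828 were lower at 6 months. *Saa1*, *Socs3*, and *Steap4*, from a list of acute-phase genes, were among the 31 genes whose rhythm changed. This list was higher at 6 than at 2 months by a median log2 difference of 2.01 over 23 genes. It summed to 155653 CPM in TC_6m_ZT5 and 50763 CPM in TC_6m_ZT21. Neither test separates such a response of the 6-month mice from age. The gene ontology terms of the rhythmic genes were not analysed here. From the small number of shared rhythmic genes and from the share of lipid-related terms, which fell with age, the paper concludes that rhythmic lipid metabolism was disordered with aging.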

**Fig. 1:**
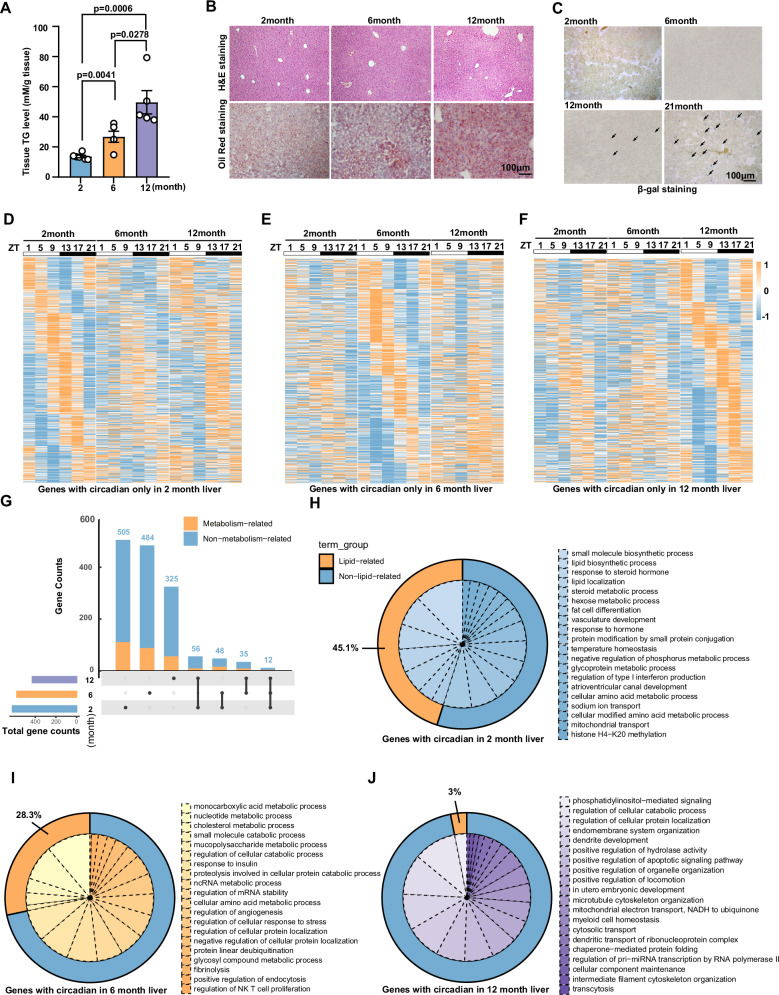
The rhythmic lipid metabolism was disordered with aging. **A** Liver TG levels of C57BL/6 J mice at 2 months, 6 months, and 12 months (2 months: *n* = 6; 6 months: *n* = 5; 12 months: *n* = 5 biologically independent animals); **B** H&E and Oil Red O staining of liver tissues of C57BL/6 J mice at 2 months, 6 months, and 12 months; **C** β-Gal staining of liver tissues of C57BL/6 J mice at 2 months, 6 months, 12 months, and 21 months; **D**–**F** Heatmap represents rhythmic genes exclusively in the livers of C57BL/6 J mice at 2 months, 6 months, and 12 months by using high-throughput RNA sequencing. The colors from blue to yellow indicate low to high gene expression levels, respectively; **G** Venn diagram displays the total number of rhythmic genes (left) and number of rhythmic non-metabolic or metabolic genes (right) in the liver; the black dots mean genes only in the indicated groups; a black line connecting black dots indicates that genes are in the connected group at the same time; **H**–**J** Pie charts indicate selected Top 20 biological process by using gene ontology (GO) analysis of genes circadian in 2 months, 6 months, and 12 months groups. The yellow of the outer circle means a lipid-related pathway, blue of the outer circle means a non-lipid-related pathway. Data were represented as mean ± SEM. Exact *p* values are depicted in the figure. Statistical analysis was performed using one-way ANOVA for **A**. Source data are provided as a Source Data file.

Detailed analysis of the circadian rhythm changes from hepatic transcriptomic and RT-PCR confirmed the rhythmicity change of most circadian genes in 2, 6, and 12 months of age livers. It is intrinsic that although the phase of most circadian genes in 6 months of age livers was moved forward or backward compared with 2 months of age livers, it was similar in 2 and 12 months of age livers, only the amplitude of *Bmal1* and *Clock* and *Rorα* was significantly changed (Supplementary Fig. 1A–I). However, the related gene number in enriched circadian rhythm-related biological pathways was remarkedly decreased in 12-month-old mice except for the entrainment of the circadian clock and the entrainment of the circadian clock by photoperiod. 

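The list of core clock genes and clock outputs held 19 genes. By the exact permutation test, 10 of them were called rhythmic at 2 months, 6 at 6 months, and 10 at 12 months, and 0 were called at all 3 ages. By the edgeR cosinor with Benjamini-Hochberg adjustment over all genes, 17, 16, and 17 of them were rhythmic at 2, 6, and 12 months with an adjusted p under 0.05. *Per2* (mean peak at ZT13.7 at 2 months from the fitted curve) rose from 5.75 CPM at ZT1 to 28.0 CPM at ZT13 in the 2-month group. In the 6-month group, *Per2* was lowest at ZT5 with 3.09 CPM and highest at ZT17 with 24.0 CPM. In the 12-month group, *Per2* was lowest at ZT1 with 3.75 CPM and highest at ZT13 with 31.4 CPM.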

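Peak times were taken from the 24-h curves fitted by edgeR at each age. From 2 to 6 months, the peak moved later in 18 of the 19 clock genes, with a median shift of 2.70 h and a range from -0.60 to 6.75 h. The upper end belongs to *Rora*, which had no detectable rhythm at 2 months. The next highest shift was 4.76 h in *Nfil3*. From 2 to 12 months, the peak moved later in 18 genes, with a median shift of 1.3 h, and 6 genes stayed within 1 h. The exception was *Rora*, whose shift of -10.20 h comes from curves without a detectable rhythm (adjusted p of 0.558 at 2 months and 0.469 at 12 months, edgeR cosinor with Benjamini-Hochberg adjustment). The change of rhythm between 2 and 6 months passed an adjusted p under 0.05 in 16 of the 19 genes when adjusted over the list (edgeR quasi-likelihood F-test, Benjamini-Hochberg adjustment). When adjusted over all genes, it passed in 1 gene, *Nr1d1* (ENSMUSG00000020889, chromosome 11 of GRCm38, 98767932 to 98775333), whose peak moved by 3.21 h and whose amplitude fell by 0.92 on the log2 scale (adjusted p = 0.0127 from this edgeR test). The change between 2 and 12 months passed in 1 gene when adjusted over the list and in 0 genes when adjusted over all genes. The gene was *Npas2*, whose amplitude changed by -1.42 on the log2 scale (adjusted p = 0.0324 over the list from this edgeR test). For *Clock*, the amplitude fell by 0.07 on the log2 scale from 2 to 12 months (unadjusted p = 0.0403 from the same edgeR test of amplitude and phase together, adjusted p = 1). For *Bmal1*, listed as *Arntl*, it fell by 0.23 (unadjusted p = 0.153 from the same edgeR test). *Rora* had an amplitude of 0.20 at 2 months and 0.24 at 12 months on the log2 scale.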

And some pathways even disappeared like circadian sleep/wake cycle non-REM sleep, positive regulation of circadian sleep/wake cycle, and negative/positive regulation of circadian rhythm, which indicated that sleep/wake problems emerged in old age (Supplementary Fig. 1J). Meanwhile, the regulation of core circadian gene on TG accumulation is totally different between 2- and 12-month-old mice, in which knockdown of Bmal1 or Clock or Rorα could enhance TG accumulation in 2-month-old mice^25–27^, while decreased TG accumulation in 12-month-old mice (Supplementary Fig. 1K–M), which suggested the “normal” 2-month-old relationship between core clock genes and lipid metabolism was disrupted in the liver of 12-month-old mice.

### The rhythmic phase of Egr-1 in the liver shifts forward with aging

In order to figure out the regulators to connect the circadian rhythms and metabolic patterns with age increased, we further analyzed the above transcriptomic data. 

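Of the 20 genes that Fig. 2A groups under 2 months alone, 9 were called rhythmic at 2 months by the exact permutation test, among them *Per2*, *Egr1*, *Bhlhe41*, and *Hlf*, compared with 1 at 6 months and 2 at 12 months. Of the 9 genes grouped under 6 months, 5 were called at 6 months, compared with 1 at 2 months and 0 at 12 months. Of the 13 genes grouped under 12 months, 5 were called at 12 months, compared with 1 at each of the other ages. *Cry1*, grouped under all 3 ages, was called at 6 and 12 months. At 2 months, *Cry1* had an exact permutation p of 0.133 and an adjusted p of 7.63e-05 in the edgeR cosinor with Benjamini-Hochberg adjustment, with values from 4.85 CPM at ZT5 to 45.5 CPM at ZT21.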

The heatmap vividly displayed that core clock genes and clock-controlled genes (CCGs) in the circadian rhythm process had different rhythms in different age groups (Fig. 2A). We found that the rhythm of early-response transcription factor Egr-1 in multiple circadian rhythm processes was changed, which have been reported to participate in lipid metabolism^22^. 

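*Egr1* (ENSMUSG00000038418) lies on chromosome 18 of GRCm38 from 34859823 to 34864984. In the 2-month group, its RNA was highest at ZT1 with 27.3 CPM (95% interval 24.7 to 30.2) and lowest at ZT13 with 1.45 CPM (0.941 to 2.15), and the gene was called rhythmic (exact permutation p = 0.0333). The fitted curve peaked at ZT2.16 with an amplitude of 1.99 on the log2 scale (adjusted p = 0.0151, edgeR cosinor with Benjamini-Hochberg adjustment). In the 6-month group, *Egr1* was highest at ZT5 with 37.8 CPM (34.6 to 41.3), and the other 5 libraries lay between 3.07 and 9.29 CPM. Its exact permutation p was 0.317 at 6 months, and its adjusted p in the edgeR cosinor was 0.0804. In the 12-month group, it was highest at ZT21 with 14.3 CPM (12.4 to 16.4) and lowest at ZT17 with 2.38 CPM (1.72 to 3.22). Its exact permutation p was 0.533 at 12 months, and its adjusted p in the edgeR cosinor was 0.416. The highest value of each age rested on 1 library. The change of the *Egr1* rhythm between ages had an adjusted p of 0.517 for 2 and 6 months and of 0.939 for 2 and 12 months (edgeR quasi-likelihood F-test, Benjamini-Hochberg adjustment).

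**Figure D2:**
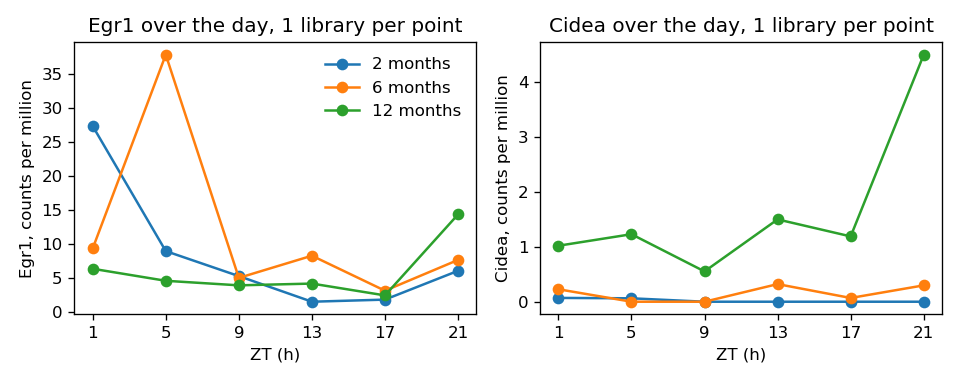
CPM of Egr1 (left) and Cidea (right) against zeitgeber time in hours in the livers of C57BL/6J mice, with 1 library per point and lines joining the libraries of an age. Egr1 was highest at ZT1 at 2 months, at ZT5 at 6 months, and at ZT21 at 12 months, and Cidea reached 4.5 CPM at ZT21 at 12 months.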

We then detected the circadian expression of Egr-1 and found that the rhythmicity shifted with age. The mRNA expression of Egr-1 in the livers of 2-month-old mice peaked at ZT5 and declined thereafter, showing the lowest expression at ZT17. Interestingly, with increasing age, the peak of Egr-1 mRNA expression advanced, occurring at ZT1 in 6-month-old mice and at ZT21 in 12-month-old mice (Fig. 2B). The protein expression levels of Egr-1 in the livers of 2-month-old mice peaked at ZT13 and then advanced to ZT9 in 6-month-old mice and to ZT5 in 12-month-old mice (Fig. 2C-F). Moreover, by analyzing gene array data (GSE57809) of live young and old mice^19^, we found that the mRNA levels of *Egr-1* were markedly decreased in old mice (Supplementary Fig. 2A). We also detected the protein levels of Egr-1 at ZT5 and further confirmed their slight decline in the livers of 21-month-old mice (Supplementary Fig. 2B, C). Moreover, we find an increasing tendency in Egr-1 expression in the livers of 6-month-old mice (Supplementary Fig. 2D, E). These results indicate that the circadian rhythm of liver Egr-1 is also altered with aging.

**Fig. 2:**
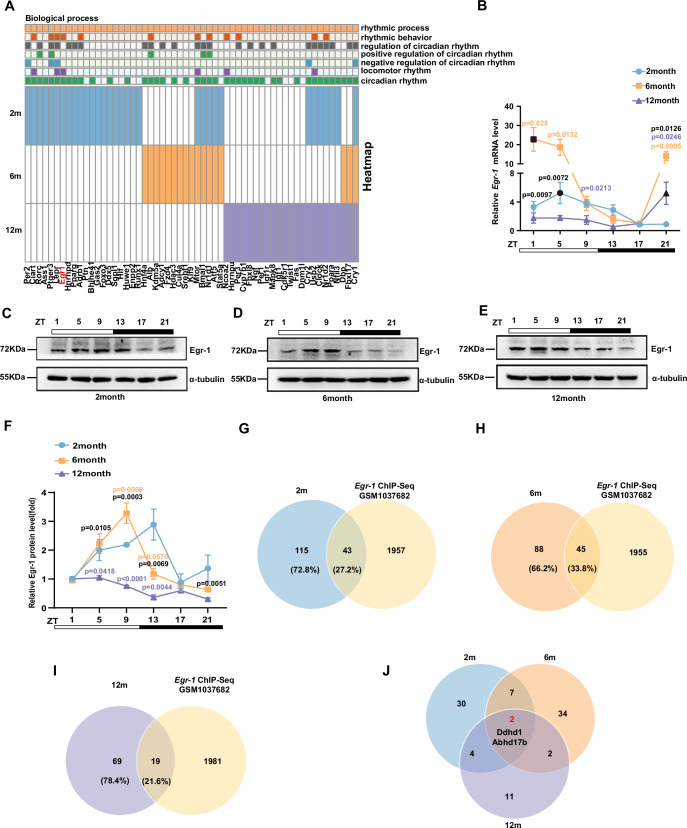
The phase of the Egr-1 circadian rhythm in the liver moves forward with aging. **A** Heatmap represents rhythmic clock and clock-controlled genes exclusively in the livers of C57BL/6 mice at 2 months, 6 months, and 12 months; **B** mRNA expression of *Egr-1* at the indicated time points in the livers of C57BL/6 J mice at 2 months, 6 months, and 12 months (2 month ZT1: *n* = 4, ZT5,9,21: *n* = 5, ZT13,17:*n* = 6; 6 month ZT1,9: *n* = 5, ZT5,13: *n* = 4, ZT17,21:*n* = 6; 12 month: *n* = 5 biologically independent animals), black dot means the peak expression of Egr-1 point at each group. **C**–**E** Protein expression of Egr-1 at the indicated time points in the livers of C57BL/6 J mice at 2 months, 6 months, and 12 months (*n* = 5 biologically independent animals in 2 months; *n* = 3 biologically independent animals in 6 months; *n* = 4 biologically independent animals in 12 months). **F** Quantitative analysis of the Egr-1 protein levels in **C**–**E**, *n* = 3 per group. **G**–**I** Venn diagrams representing the overlap between WT group lipid-related genes and Egr-1 ChIP-Seq (GSM1037682) genes. **J** Venn diagrams displayed the overlap among intersecting genes in **F**–**H**. Data were represented as mean ± SEM. Exact *p* values are depicted in the figure. Orange color *p* value means 6 months versus 2-month group; Purple color *p* value means 12 months versus 2-month group; Black color *p* value means 6 months versus 12-month group. Statistical analysis was performed using one-way ANOVA for **B** and **F**. Source data are provided as a Source Data file.

To examine whether the changed rhythm of liver Egr-1 was relevant to the metabolic dysfunction with age increase, we compared genes in the lipid-related biological process of Fig. 1H–J with the top 2000 genes from a published dataset Egr-1 ChIP-seq (GSM1037682)^28^, which selected via sorting the score. The results indicated that 27.2 percent of lipid-related circadian genes were regulated by Egr-1 in 2-month group, 33.8 percent of lipid-related circadian genes in 6-month group, and only 21.6 percent of genes in 12-month group (Fig. 2G–I). However, only two of these genes were consistently regulated by Egr-1 with aging (Fig. 2J). These analyses suggested that age-induced changes in Egr-1 rhythms may lead to either targeting different lipid metabolism genes or shifting their rhythm, which in turn results in metabolism dysfunction.

### *Egr-1* deletion accelerates liver age-related metabolic dysfunction

To determine the causal relationship between Egr-1 circadian rhythm and metabolic process, we generated liver-specific *Egr-1*-knockout (KO) mice using *Alb-Cre* transgenic mice. We found that *Egr-1* deficiency aggravated aging-related liver lipid metabolic dysfunction. There were no obvious alterations in whole-body weight until 21 months of age, when obvious obesity was found in liver-specific *Egr-1* KO mice compared with wild-type (WT) mice (Supplementary Fig. 3A, B). There were significant decreases in liver weight of *Egr-1* KO mice aged 2-, 6-, and 12-month-old, although no significant differences were observed in 21-month-old mice (Supplementary Fig. 3C). However, the liver/body weight ratio was already decreased in the group of 2-month-old KO mice (Supplementary Fig. 3D). At the 6th month, the liver TG levels in KO mice were markedly increased, reaching the levels in 12-month-old WT mice; and then TG levels remained at the same magnitude until the 21st month, when they increased again to approximately 90 mM/g tissue (Fig. 3A). H&E staining and oil Red O staining also proved that TGs accumulated and that lipid droplet size increased in hepatocytes after *Egr-1* deletion (Fig. 3B, C). Meanwhile, the liver-free fatty acid level in KO mice aged 6-month-old were also significantly increased (Fig. 3D) and the serum-free fatty acid level were decreased (Fig. 3E). Since Egr-1 is a transcription factor, its deletion should alter the expression of downstream genes. We found that Egr-1 deficiency in the 6-month-livers of mice significantly augmented the amplitude of fatty acid uptake genes such as CD36 (Supplementary Fig. 3E), shifted the phase of fatty acid uptake gene FATP (Supplementary Fig. 3F); and suppressed the rhythm of de novo lipogenesis (Supplementary Fig. 3H–L) and TG transport-related genes (Supplementary Fig. 3R–T). The rhythmic expression of genes for fatty acid oxidation were not significantly affected by Egr-1 deletion. Thus, Egr-1 deficiency disrupted the lipid flow (flux) “in and out” balance to enable the accumulation of excessive fatty acids from 6 months onward. Moreover, Sirius Red staining and fibrosis-related gene detection showed that the fatty liver in *Egr-1*-deleted mice further developed into mild fibrosis (Fig. 3F, G). Moreover, *Egr-1* deficiency enhanced hepatocyte aging (Fig. 3H) and even slightly shortened the survival times of the mice (Fig. 3I). According to the above results, we concluded that Egr-1 could regulate metabolic dysfunction in a manner dependent on its transcriptional effects by affecting lipid metabolism.

**Fig. 3:**
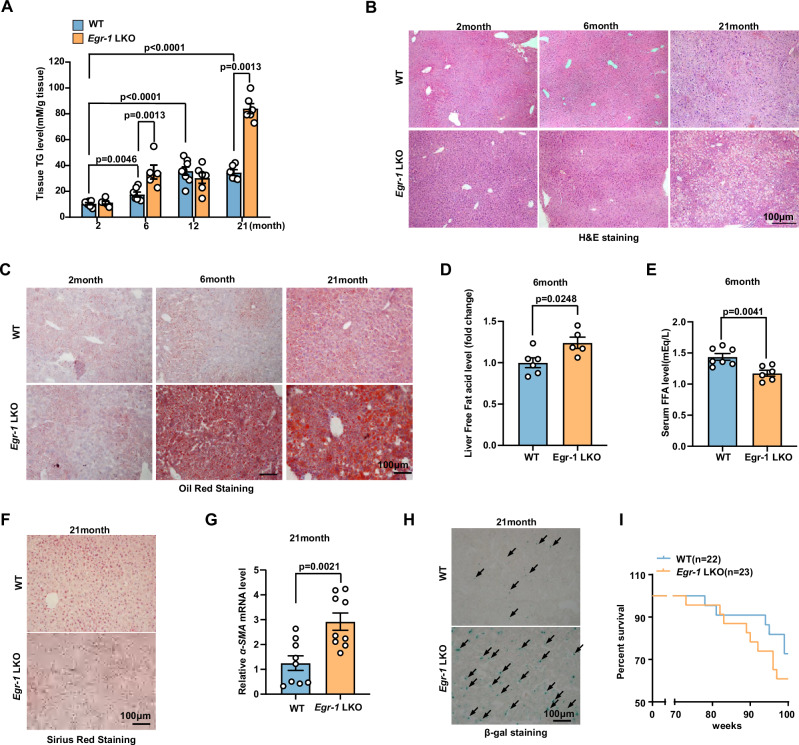
Egr-1 deficiency accelerates liver age-related metabolic dysfunction. **A** Liver TG levels of WT and *Egr-1*-LKO mice at 2 months, 6 months, 12 months, and 21 months (WT: 2 months: *n* = 7; 6 months: *n* = 7; 12 months: *n* = 8; 21 months: *n* = 6; *Egr-1* LKO: 2 months: *n* = 6; 6 months: *n* = 5; 12 months: *n* = 6; 21 months: *n* = 6 biologically independent animals). **B**, **C** H&E staining and Oil Red O staining of WT and *Egr-1*-LKO mice at 2 months, 6 months, and 21 months of age. **D**, **E** Liver and serum-free fatty acid levels of WT and *Egr-1*-LKO mice at 6 months (*n* = 6 or 7 biologically independent animals in WT group and *n* = 5 or 6 biologically independent animals in *Egr-1* LKO group). **F** Sirius Red staining of 21-month-old WT and *Egr-1*-LKO mice. **G** mRNA levels of the liver fibrosis marker a-SMA (*n* = 9 biologically independent animals). **H** β-Galactosidase staining indicates the aging process. **I** Survival curves of WT and *Egr-1*-LKO mice. Each experiment was repeated three times independently (WT: *n* = 22; *Egr-1* LKO: *n* = 23 biologically independent animals). Data were represented as mean ± SEM. Exact *p* values are depicted in the figure. Statistical analysis was performed using one-way ANOVA for **A** and unpaired two-tailed Student’s *t*-test for **D**, **E**, and **G**. Scale bar: 100 µm. Source data are provided as a Source Data file.

### Transcriptomic analysis of the livers in *Egr-1*-deleted mice

To determine the underlying mechanism of Egr-1-regulated metabolic dysfunction in the liver, the WT, and *Egr-1*-KO liver samples were collected at Egr-1 highest(H) and lowest(L) zeitgeber time in mice of different ages. 

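Liver-specific *Egr-1* KO mice were made by crossing *Alb*-Cre mice, which express Cre recombinase in hepatocytes, with floxed *Egr-1* mice, and littermates served as WT. At each age, 1 library per genotype was made at the time of highest (H) and 1 at the time of lowest (L) Egr-1 protein (12 libraries, 6 pairs of WT and KO). The authors deposited counts of reads on 55471 Ensembl genes, without normalization, of which 25528 had a count in at least 1 library. Total counts ranged from 15856043 to 20406197 in WT libraries (median 18192591) and from 13747706 to 21748956 in KO libraries (median 17699233). The H libraries were deeper, with 18764485 to 21748956 counts, than the L libraries, with 13747706 to 16633981 counts. With 1 library per group, no difference between a pair of libraries has a replicate check. The legend of Fig. 4 describes several mice per group, and the paper's text does not state whether their RNA was pooled. The genotypes were therefore compared in 2 ways. Over the 6 pairs, edgeR's quasi-likelihood F-test was run with the pair as a block on the 15342 genes passing edgeR's filter on low counts, which finds changes shared by the pairs. Within an age, edgeR's exact test compared 1 library with 1 other, with the trended dispersion taken from the fit over the 6 pairs. The thresholds were an absolute log2 fold change over 1.2 and an adjusted p under 0.05. The paper gives both thresholds but does not name the base of its log fold change, which was read here as log2. This exact test compares the libraries and not the conditions. The dispersion used in the paper is not named in its text.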

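*Egr1* RNA, which the knockout should lower, was 72.4 CPM in WT_6m_H and 5.54 CPM in KO_6m_H, 24.9 CPM in WT_6m_L and 4.92 CPM in KO_6m_L, and 54.8 CPM in WT_12m_L and 1.53 CPM in KO_12m_L. It was 2.57 CPM (95% interval 1.91 to 3.39) in WT_2m_H and 1.99 CPM (1.43 to 2.7) in KO_2m_H, a difference within the counting error. In the remaining pairs, the library labelled KO did not have less *Egr1* than the library labelled WT. At 12 months H, it was 5.83 CPM (4.83 to 6.97) in the library labelled WT and 6.11 CPM (5.09 to 7.28) in the library labelled KO. At 2 months L, it was 1.45 CPM (0.895 to 2.21) in the library labelled WT and 7.43 CPM (6.14 to 8.91) in the library labelled KO. WT and KO are therefore used as the labels of the libraries throughout. Over the 6 pairs, *Egr1* had a log2 fold change of -1.76 (standard error 0.78, unadjusted p = 0.0478, adjusted p = 0.329 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment) and was lower in KO in 4 of 6 pairs. Between the WT libraries of an age, *Egr1* RNA was higher in H than in L at 2 and 6 months and lower in H than in L at 12 months.

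**Figure D3:**
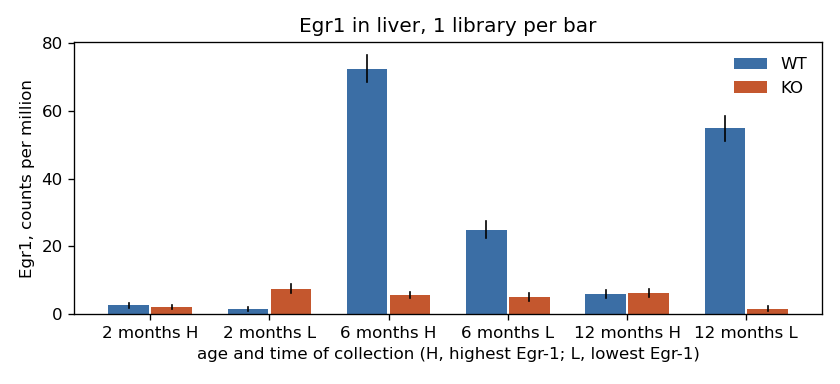
CPM of Egr1 (vertical axis) in each library of the WT (blue) and KO (orange) livers by age and time of collection (horizontal axis), with 1 library per bar. Lines are exact Poisson 95% intervals of the count. Egr1 ranged from 1.45 to 72.4 CPM in WT and from 1.53 to 7.43 CPM in KO.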

Liver samples were obtained at ZT13(H) and ZT17(L) in 2-month group; at ZT9(H) and ZT21(L) in 6-month group; at ZT5(H) and ZT21(L) in 12-month group; then hepatic transcriptomic analysis was performed. Heatmaps displayed significant differential gene expression patterns in each group (Fig. 4A). 

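Over the 6 pairs, 214 of 15342 genes differed between the libraries labelled WT and KO at an adjusted p under 0.05 (edgeR quasi-likelihood F-test, Benjamini-Hochberg adjustment), and 2285 genes had an unadjusted p under 0.05. Of the 214 genes, 105 were higher and 109 were lower in KO, and 103 and 108 of them were so in all 6 pairs. The alternative with the largest ratio to this count was to use the 3 pairs at H alone, which left 2 genes. The genes with the smallest p among those lower in all 6 pairs were *A2ml1*, *Rdh16f2*, *Ccl9*, *Gstp3*, and *Gm31583*. *A2ml1* (ENSMUSG00000047228, chromosome 6 of GRCm38, 128539821 to 128581608) had a log2 fold change of -1.76 (standard error 0.18, adjusted p = 0.00568, edgeR quasi-likelihood F-test with Benjamini-Hochberg adjustment). The log2 fold changes of the other genes were -1.11, -0.96, -0.90, and -1.95, in that order. Among the genes higher in all 6 pairs, the smallest p values belonged to *Sulf2*, *Ifi27l2b*, *Ighm*, *Apol9a*, and *9030619P08Rik*, with log2 fold changes of 0.79, 1.40, 1.05, 0.83, and 1.29. *Gstp3*, *Ifi27l2b*, *Ighm*, and *Apol9a* have close paralogs, and the authors' counting could have split reads between them.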

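In the pairwise exact test, 68 genes differed between WT_H and KO_H at 2 months, 133 at 6 months, and 48 at 12 months. WT_H and WT_L differed in 125, 125, and 94 genes at 2, 6, and 12 months. Genes in both lists that were higher in WT_H in both, or lower in WT_H in both, numbered 27 at 2 months, 42 at 6 months, and 19 at 12 months. Independent lists of these sizes would share 0.283, 0.559, and 0.15 genes in the same direction. The lists are not independent, because both are measured against the same WT_H library. In simulated counts without any difference, where genes were listed at an unadjusted p under 0.05, that shared library alone put a mean of 26, 30, and 26.8 genes in both lists at 2, 6, and 12 months, all in the same direction. The measured lists at the same threshold, the trended dispersion with an unadjusted p under 0.05, shared 79, 96, and 61 genes in the same direction and 3, 3, and 7 in the opposite direction. They held 251 to 418 genes each, and the simulated lists held 166.9 to 181.4 on average, so that the overlaps are not directly comparable. In the lists at an adjusted p under 0.05, genes that changed in the opposite direction numbered 3, 1, and 3. A fixed biological coefficient of variation of 0.4 in place of the trended dispersion left 1, 16, and 10 genes between WT_H and KO_H.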

Venn diagrams showed the selected genes which were directly upregulated or downregulated by Egr-1 at different ages (Fig. 4B and Supplementary Fig. 4A). GO enrichment analysis of these altered genes were accomplished. Interestingly, the processes, which were selected via significantly enriched associated with lipid, mostly have a negative function of liver lipid metabolism in 2-month group, such as negative regulation of lipid storage, negative regulation of lipid localization, and negative regulation of lipid biosynthetic process. However, in 12-month group, that of GO term mainly involved in the positive function of lipid metabolism, including regulation of lipid localization, lipid transport, positive regulation of lipid localization, and so on (Fig. 4C). Given that the shifted phase of Egr-1 circadian rhythm accelerates liver age-related metabolic dysfunction, more precise genes were obtained by overlapping genes that indirect regulated by Egr-1 in 2-month group and genes that were directly regulated by the rhythm of Egr-1 in 12 month group. Further analysis these genes showed that four upregulated genes (*Cyp2u1, Enho, Apoa1, Smim22*) were related to lipid metabolism and only one downregulated gene *Cidea* was relevant to lipid metabolism (Fig. 4D and Supplementary Fig. 4B,C).

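*Apoa1* (ENSMUSG00000032083, chromosome 9 of GRCm38, 46228580 to 46230466) was lower in KO in all 6 pairs, with a log2 fold change of -0.77 (standard error 0.09, adjusted p = 0.00792, edgeR quasi-likelihood F-test over the 6 pairs with Benjamini-Hochberg adjustment). *Enho* (ENSMUSG00000028445, chromosome 4, 41638144 to 41640324) was also lower in all 6 pairs, with a log2 fold change of -0.92 (standard error 0.27), but did not pass the same edgeR test after adjustment (adjusted p = 0.14). *Cyp2u1* (ENSMUSG00000027983, chromosome 3, 131288441 to 131303227) and *Smim22* (ENSMUSG00000096215, chromosome 16, 5007288 to 5008309) were lower in 5 of 6 pairs. Their log2 fold changes were -0.67 and -1.65, with adjusted p of 0.0812 and 0.0618 in the same edgeR test with Benjamini-Hochberg adjustment. *Cidea* (ENSMUSG00000024526, chromosome 18, 67343604 to 67367785) was higher in 6 of 6 pairs, with a log2 fold change of 2.19 (standard error 0.64, unadjusted p = 0.00625, adjusted p = 0.141 in that edgeR test with Benjamini-Hochberg adjustment). In 1 of these pairs, at 2 months L, the counts were 1 and 3. Of the 18 genes that Fig. 4D and Supplementary Fig. 4C name, 8 passed an adjusted p under 0.05 when adjusted over all genes and 17 when adjusted over the list alone, which was drawn by the paper from these data. At 12 months, the 10 genes of Fig. 4D, *Cidea* among them, were higher in KO_H than in WT_H and higher in WT_H than in WT_L. The 8 genes of Supplementary Fig. 4C, which include *Apoa1*, *Enho*, *Cyp2u1*, and *Smim22*, were lower in KO_H than in WT_H and lower in WT_H than in WT_L. *Egr1* RNA itself did not fall in the library labelled KO at 12 months H.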

**Fig. 4:**
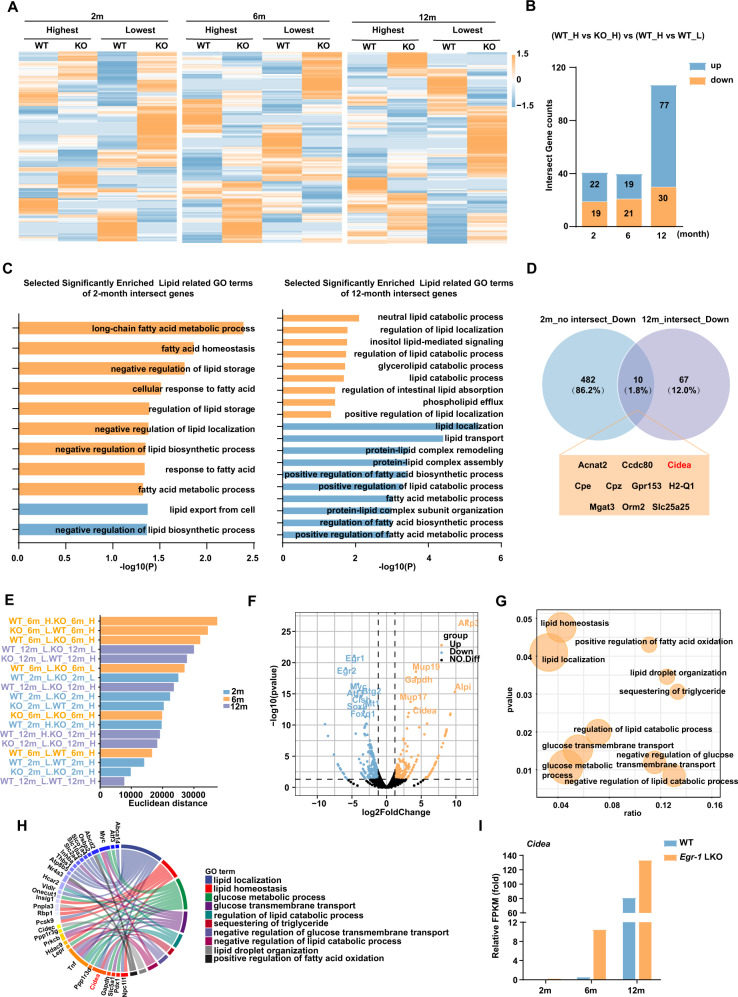
Transcriptomic analysis of the liver in Egr-1-deleted mice with age increased. **A** Heatmap representation of the genes at Egr-1 highest and lowest zeitgeber time of mice aged 2 months, 6 months, and 12 months. The colors from blue to yellow indicate low to high gene expression levels, respectively. **B** Intersect gene counts statistics of Venn diagrams in Supplementary Fig. 4A. **C** Selected significantly enriched lipid-related GO terms of 2-month and 12-month intersect genes. The statistical test of data analysis was performed using a hypergeometric test, two-tailed, no adjustment (*p* < 0.05). **D** Venn diagrams representing the overlap between 2m_no_intersect_down and 12_intersect_down group. The lipid metabolism-related genes were labeled with red font. **E** Euclidean distance of each group difference at different ages. **F** Volcano plot displayed genes expressed in WT_H and KO_H groups in mice at the age of 6 months. The relative expression changes and significance levels are shown. The statistical test of data analysis was performed using two-tailed, no adjustment (*p* < 0.05) from the limma package in the R environment. **G** Selected significantly enriched GO terms. The x-axis and y-axis represent the enrichment and significance level, respectively, and the size of the circle represents the number of genes associated with the GO term. The statistical test of data analysis was performed using a hypergeometric test, two-tailed, no adjustment (*p* < 0.05). **H** Chord diagram revealing the enrichment levels of genes related to selected GO terms. **I** Relative FPKM values of *Cidea* in WT_H and KO_H group. We used four mice per group for the analysis. One-way ANOVA for **A** and unpaired two-tailed Student’s *t*-test for **D**, **E**, and **G**.

Moreover, Euclidean distances were calculated among all samples at different ages. 

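The Euclidean distance between WT_6m_H and KO_6m_H, computed over all genes from CPM of library totals without TMM factors on the linear scale, was 37441. It was the largest of the 18 distances between libraries of the same age and the largest of all 66 distances. Among the 18 distances within an age, WT_6m_H and KO_6m_L followed with 34448, and WT_6m_L and KO_6m_H with 32014. On this scale, *Alb* alone contributed 78.6% of the squared distance between WT_6m_H and KO_6m_H, and the 10 genes with the highest mean CPM contributed 88.8%. *Alb* took 6.13% of the counts in WT_6m_H and 2.81% in KO_6m_H, and its share was also lower in the library labelled KO in the other 5 pairs. With log2(CPM + 1), the pair ranked 8 of the 18 distances within an age with 49.5. WT_2m_L and KO_2m_L were the farthest apart of these 18 with 59.3.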

We found WT_6m_H and KO_6m_H groups showed the biggest difference (Fig. 4E). Phenotype differences were also observed from the 6th month; thus, we compared the transcriptomes between the WT_H and *Egr-1*-KO_H groups at 6 months, screening 613 genes with significant changes. 

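Of the 133 genes that differed between WT_6m_H and KO_6m_H at an absolute log2 fold change over 1.2 and an adjusted p under 0.05, 51 were higher and 82 were lower in KO_6m_H (edgeR exact test with the trended dispersion, 1 library against 1). The legend of Fig. 4F gives a p without adjustment. With a fixed biological coefficient of variation of 0.2 and an unadjusted p under 0.05, 670 genes were listed, of which 336 were higher and 334 were lower in KO_6m_H. Without TMM factors, the listed genes were split more evenly, with 63 higher and 66 lower in KO_6m_H.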

Among these genes, 309 genes showed significant increases, such as *Mup17, Mup19, Cidea*, and *Gapdh*, while 304 genes showed significant decreases, such as the transcription factors *Egr-1, Egr-2, Myc*, and *Atf3* (Fig. 4F). 

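*Mup17* rose from 877 CPM in WT_6m_H to 10450 CPM in KO_6m_H, and *Mup19* rose from 508 to 1557 CPM. Both belong to a family of nearly identical genes among which the authors' counting could have split reads, and each was higher in KO in 3 of 6 pairs. *Gapdh* was 6.14 CPM in WT_6m_H and 9.16 CPM in KO_6m_H, a log2 fold change of 0.58 that was below the threshold, and it was higher in KO in 2 of 6 pairs. *Gapdh* has many processed pseudogenes, and its low CPM here is uncertain. *Egr2* fell from 3.48 to 0.179 CPM, *Myc* from 30.3 to 3.31 CPM, and *Atf3* from 10.8 to 1.3 CPM. Together with *Egr1*, these 3 genes were listed at 6 months H as lower in KO_6m_H, with absolute log2 fold changes from 3.06 to 4.24. In the other pairs, the direction varied, and *Egr2* had 0 and 1 counts in the pair at 6 months L. With TMM factors, *Egr2*, *Myc*, and *Atf3* were higher in KO in 3, 4, and 4 of 6 pairs, and without them *Egr2* at 2 months L and *Atf3* at 12 months H, which differed little, changed sign. Over the 6 pairs, the log2 fold changes were -0.11, 0.06, and 0.25, with adjusted p of 0.973, 0.979, and 0.889 (edgeR quasi-likelihood F-test, Benjamini-Hochberg adjustment). *Cish*, *Btg2*, *Mt1*, and *Foxq1*, also named in Fig. 4F, were lower in KO_6m_H, whereas *Btg2* was higher in KO in 5 of 6 pairs.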

We identified ten biological processes terms, such as the regulation of lipid catabolic process term and the lipid droplet organization term, that were significantly enriched (Fig. 4G). Among the identified enriched genes, we found that Cidea (Cell Death Inducing DFFA Like Effector A) participated in four of ten related metabolic processes, such as lipid localization, TG sequestration, and lipid catabolic process regulation (Fig. 4H). However, Egr-1 was not found in the list of genes related to these ten processes. 

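*Cidea* was 1.63 CPM (95% interval 1.1 to 2.33) in WT_6m_H and 15.4 CPM (13.8 to 17.1) in KO_6m_H, from 30 and 344 counts. *Cidec*, another lipid-droplet gene of Fig. 4H, was 13.7 CPM in WT_6m_H and 29.9 CPM in KO_6m_H. It was higher in KO in 6 of 6 pairs, with a log2 fold change of 0.75 (standard error 0.22, adjusted p = 0.14, edgeR quasi-likelihood F-test with Benjamini-Hochberg adjustment). *Npc1l1*, *Pdx1*, and *Slc5a1* of the same panel were 0.804, 0.402, and 4.16 CPM in KO_6m_H. *Npc1l1* and *Pdx1* had 0 counts in WT_6m_H. These 3 genes are expressed in the small intestine. Markers of the small intestine that the paper does not name had a median log2 difference of 0.94 between KO_6m_H and WT_6m_H, above 100% of 10000 random lists of genes of like abundance.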

As an early-primary response transcription factor, Egr-1 functions via its downstream secondary response genes, such as Tnf^29^. Importantly, we also isolated Cidea via overlapping 2-month group and 12-month group in Fig. 4D. Thus, Cidea might also be an Egr-1 target gene. Verification of the relative fragments per kilobase of transcript per million mapped reads (FPKM) values of Cidea showed that the expression of the gene significantly increased with age beginning in the 6th month and that *Egr-1* deletion led to an even more significant increase (Fig. 4I). Thus, we hypothesized that Egr-1 might regulate liver metabolic dysfunction through target genes such as Cidea.

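In WT libraries, *Cidea* had 0 counts in WT_2m_H (at most 0.19 CPM by the 95% interval) and 1 count in WT_2m_L, and rose to 1.62 CPM (1.06 to 2.37) in WT_6m_L, 85.1 CPM (81.2 to 89.2) in WT_12m_H, and 46.1 CPM (42.8 to 49.5) in WT_12m_L. In KO libraries, it was 0.922 CPM (0.555 to 1.44) in KO_2m_H, 88 CPM (83.6 to 92.5) in KO_6m_L, 128 CPM (123 to 133) in KO_12m_H, and 86.9 CPM (82.3 to 91.8) in KO_12m_L. As FPKM from library totals and the summed exon length of 1115 bases, *Cidea* was 1.34 in WT_6m_H, 14.2 in KO_6m_H, 77 in WT_12m_H, and 125 in KO_12m_H. The differences between WT and KO libraries of the same age and time exceeded the counting error, except between WT_2m_L and KO_2m_L, and the spread between mice is unknown. At 12 months, the log2 fold change of KO over WT was 0.59 at H, where *Egr1* RNA did not differ between the libraries, and 0.92 at L. Without TMM factors, *Cidea* moved most in KO_12m_H, to 140 CPM.

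**Figure D4:**
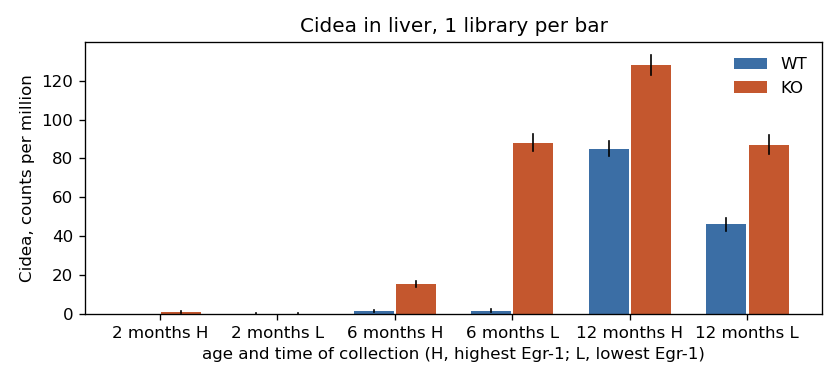
CPM of Cidea (vertical axis) in each library of the WT (blue) and KO (orange) livers by age and time of collection (horizontal axis), with 1 library per bar. Lines are exact Poisson 95% intervals of the count. Cidea was under 1 CPM in the 4 libraries of 2 months and highest in KO_12m_H with 128 CPM.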

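In the time-course livers, *Cidea* was at most 0.0693 CPM at 2 months and at most 0.321 CPM at 6 months. At 12 months, it was between 0.552 and 4.5 CPM, with 1 library per time point. At the same age and labelled ZT, it was 1.23 CPM in TC_12m_ZT5 and 85.1 CPM in WT_12m_H. It was 4.5 CPM in TC_12m_ZT21 and 46.1 CPM in WT_12m_L. *Cidea* thus rose with age in both sets of wild-type livers, but by very different amounts, and the cause was not tested. The differences of KO from WT in *Egr1* and in *Cidea* varied between the pairs. At 2 months, *Egr1* had a log2 difference of -0.37 at H, where *Cidea* had 0 and 19 counts in WT and KO, and 2.36 at L, where *Cidea* had 1 and 3 counts. At 6 months, *Egr1* had a log2 difference of -3.71 at H and -2.34 at L, and *Cidea* had 3.23 and 5.76. At 12 months, *Egr1* had 0.07 at H and -5.16 at L, and *Cidea* had 0.59 and 0.92. At 6 months, the pair with the larger fall of *Egr1* had the smaller rise of *Cidea*, and at 12 months, the larger rise. From the rise of Cidea with age, its higher level in KO livers, and its presence in both sets of genes, the paper proposes that Egr-1 regulates liver metabolic dysfunction through target genes such as Cidea.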

### Cidea mediated the Egr-1-induced liver metabolic dysfunction

Cidea is a member of the Cide family that promotes lipid turnover and lipid droplet fusion^30–32^. To verify the RNA-seq results, we detected the expression levels of Cidea in liver samples. We found that both the mRNA (Fig. 5A) and protein levels (Fig. 5B) increased with age, and *Egr-1* deficiency augmented the elevations (Fig. 5A, B and Supplementary Fig. 5A). The expression enhancement was further confirmed in isolated primary hepatocytes, indicating that Cidea protein level was indeed augmented after *Egr-1* deletion in 6-month-old mice (Fig. 5C and Supplementary Fig. 5B). Oil Red O staining and BODIPY fluorescence staining indicated that the lipid droplet size was increased after *Egr-1* deletion in hepatocytes (Fig. 5D, E). Immunostaining also showed that the Cidea protein is highly expressed in *Egr-1* LKO hepatocytes (Fig. 5E). However, we did not detect the Cidea localized in larger lipid droplet surface, possibly because the Cidea protein is only transiently associated with lipid droplets. Further examination revealed that the regulatory effect of Egr-1 on lipid droplets was dependent on Cidea. When we knocked down *Cidea* in primary hepatocytes, the TG level in primary hepatocytes of *Egr-1* LKO mice was dramatically decreased; the age-related increase in lipid droplet size induced by *Egr-1* LKO was blocked (Fig. 5F, G). Egr-1 overexpression decreased lipid droplet size and TG level, which was reversed by *Cidea* overexpression (Fig. 5H, I). While dnEgr-1 overexpression, which inhibits Egr-1 transcriptional activity, increased TG level, but blocked with Cidea knocked down (Supplementary Fig. 5D). The accumulation of TG mainly depended on a fatty acid pool, which is 60% from fatty acids uptake and 25% from DNL^33^. We detected the fatty acid uptake and found that Cidea did not mediate the fatty acid uptake due to Egr-1. When overexpressing Cidea, the decrease of fatty acid uptake by overexpressing Egr-1 was not rescued (Fig. 5J).

**Fig. 5:**
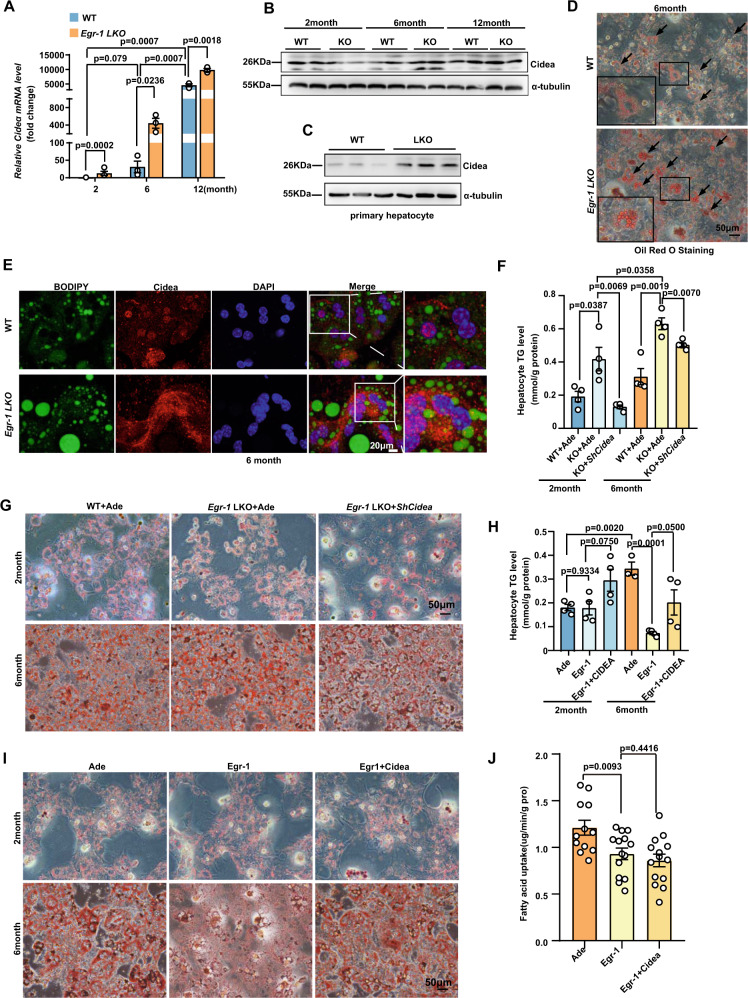
Egr-1 regulates liver metabolic aging in a Cidea-dependent manner. **A** mRNA levels of *Cidea* in samples from RNA-seq (*n* = 3 biologically independent animals per group); **B** Protein levels of Cidea in samples from RNA-seq; **C** Protein levels of Cidea in primary hepatocytes of WT and *Egr-1* LKO mice at 6 months of age; **D** Oil Red O staining of primary hepatocytes of WT and *Egr-1* LKO mice at 6 months of age; **E** Immunofluorescence staining of primary hepatocytes of WT and *Egr-*1 LKO mice at 6 months of age; **F** TG levels in WT and *Egr-1* LKO primary hepatocytes from 2-month-old and 6-month-old mice after infection with a *ShCidea* adenovirus (*n* = 4 biologically independent samples); **G** Oil Red O staining of WT and *Egr-1* LKO primary hepatocytes from 2-month-old and 6-month-old mice after infection with a *ShCidea* adenovirus; **H** Hepatocyte TG levels after transfection with a Cidea overexpression plasmid or infection with an Egr-1 overexpression adenovirus (*n* = 4 biologically independent samples); **I** Oil Red O staining after transfection with a Cidea overexpression plasmid or infection with an Egr-1 overexpression adenovirus; **J** the fatty acid uptake ratio after transfection with a Cidea overexpression plasmid or infection with an Egr-1 overexpression adenovirus (*n* = 14 biologically independent samples). Data were represented as mean ± SEM. Exact *p* values are depicted in the figure. Statistical analysis was performed using one-way ANOVA. Source data are provided as a Source Data file.

We have found that *Egr-1* deficiency in mice liver augmented the expression of fatty acid uptake gene CD36 in 2, 6, and 12 month groups (Supplementary Figs. 3E,  6A, B). Indeed, the CD36 protein level was remarkedly inhibited by overexpressing Egr-1 (Supplementary Fig. 6C, D) and significantly augmented in KO mice (Supplementary Fig. 6E, F). We also predicted five putative Egr-1 binding sites in the *Cd36* promoter sequence according to the JASPAR website (Supplementary Fig. 6G). However, we did not find the rhythmic phase of CD36 changed with age increased (Supplementary Fig. 6H). Another possibility that Egr-1 deficiency enhanced hepatic FFA level is that DNL from amino acids might also be augmented. Go enrichment showed that *Egr-1* deficiency could significantly facilitate the amino acid transport, such as amino acid transport and regulation of amino acid transmembrane transport (Supplementary Fig. 6I). Further analysis of these genes indicated that most genes were related to glutamine uptake. Kcnj10 acts as a channel protein and is involved in l-glutamate import. 

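The genes of Supplementary Fig. 6J were higher in KO_6m_H than in WT_6m_H. *Kcnj10* was 0.81 in WT_6m_H and 1.46 in KO_6m_H as log2(CPM + 1) without TMM factors, from 15 and 38 counts. On the same scale, *Lpcat4* was 0.81 and 1.72, from 15 and 50 counts, and *Hpgds* was 0.48 and 1.1, from 8 and 25 counts. *Ggt1* had 0 counts in WT_6m_H and 21 counts in KO_6m_H. It is also expressed in the small intestine, whose marker genes were high in KO_6m_H. In edgeR's exact test of 1 library against 1, 1 of the 8 genes of the panel, *Asns*, passed an absolute log2 fold change over 1.2 and an adjusted p under 0.05 at 6 months H.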

Lpcat4 and Ggt1 could enable acyltransferase activity. 

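*Slc13a3* (ENSMUSG00000018459, chromosome 2 of GRCm38, 165405028 to 165473230) was 2.90 in WT_6m_H and 3.99 in KO_6m_H as log2(CPM + 1) without TMM factors. It was higher in KO in 6 of 6 pairs, with a log2 fold change of 0.75 (standard error 0.12, adjusted p = 0.0228, edgeR quasi-likelihood F-test over the 6 pairs with Benjamini-Hochberg adjustment). *Asns* (ENSMUSG00000029752, chromosome 6, 7675169 to 7693254), which encodes asparagine synthetase, was also higher in 6 of 6 pairs, with a log2 fold change of 1.85 (standard error 0.28, adjusted p = 0.0159 from the same edgeR test with Benjamini-Hochberg adjustment). *Slc6a19* had 0 counts in WT_6m_H and 16 counts in KO_6m_H and, as another gene of the small intestine, has the same limit as *Ggt1*.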

Slc13a3 and Slc6a19 improve the glutamine transport across the plasma membrane (Supplementary Fig. 6J). Thus, the results indicated that *Egr-1* deletion could accelerate liver TGs accumulation by enhancing CD36 expression to facilitate fatty acid uptake, augmenting FFA synthesis from amino acids like glutamine, then enhancing Cidea expression to form large lipid droplet.

### Egr-1/BMAL1/CLOCK complex regulates the rhythm of Cidea

Considering the rhythm of CD36 and amino acid-related genes have not significantly changed with age increase, we verified the rhythmicity of Cidea and found that 2-month-old mice also displayed rhythmic *Cidea* mRNA expression in the liver that peaked at ZT13 and reached a nadir at ZT9 (Fig. 6A). Similar to that of Egr-1, the rhythmicity of Cidea also shifted with age increased, and the peak of Cidea expression in mouse livers was advanced to ZT5 at the 6th month and ZT17 at the 12th month (Fig. 6A). The rhythmic alteration of Cidea from the 6th month was further confirmed by assessment of Cidea protein expression pattern at different ages (Fig. 6B, C). When we isolated primary hepatocytes from the livers of 6-month-old mice and exposed them to horse serum shock, we observed that the amplitude of Cidea expression was dramatically elevated in KO mice (Fig. 6D and Supplementary Fig. 7A). When we overexpressed Egr-1 in wild-type hepatocytes, the amplitude of Cidea expression was considerably reduced (Fig. 6E and Supplementary Fig. 7B). All the above data indicate that Egr-1 can regulate Cidea expression robustness and rhythmicity. Thus, we analyzed the promoter region of *Cidea* and predicted two GC-rich Egr-1 binding sites and an E-box sequence region. Chromatin immunoprecipitation (ChIP) and qPCR assays demonstrated that Egr-1 could bind with all of these binding sites (Fig. 6F). A luciferase assay showed that Egr-1 binding significantly inhibited the transcription of *Cidea* (Fig. 6G), which could be rescued by mutation of Egr-1 binding sites. Interestingly, E-box mutation enhanced *Cidea* transcription to a higher degree than Egr-1 binding site mutation (Fig. 6H), which suggests that the E-box might be more important for *Cidea* expression than Egr-1 binding sites. Normally, circadian genes can bind with the E-box and regulate downstream gene expression. Thus, we co-overexpressed BMAL1/CLOCK with Egr-1 and found that E-box mutation had a stronger effect than Egr-1 mutation on BMAL1/CLOCK-controlled *Cidea* expression (Fig. 6H). A coimmunoprecipitation (Co-IP) experiment further confirmed that Egr-1 could form complexes with BMAL1/CLOCK (Fig. 6I). Therefore, we conclude that aging-related Egr-1 rhythm alterations regulate circadian Cidea expression and then affect liver TG accumulation over time. Egr-1 rhythm alteration might also result in the uncoupling of Egr-1 with BMAL1/CLOCK, which is responsible for changes in the robustness and rhythmicity of Cidea expression.

**Fig. 6:**
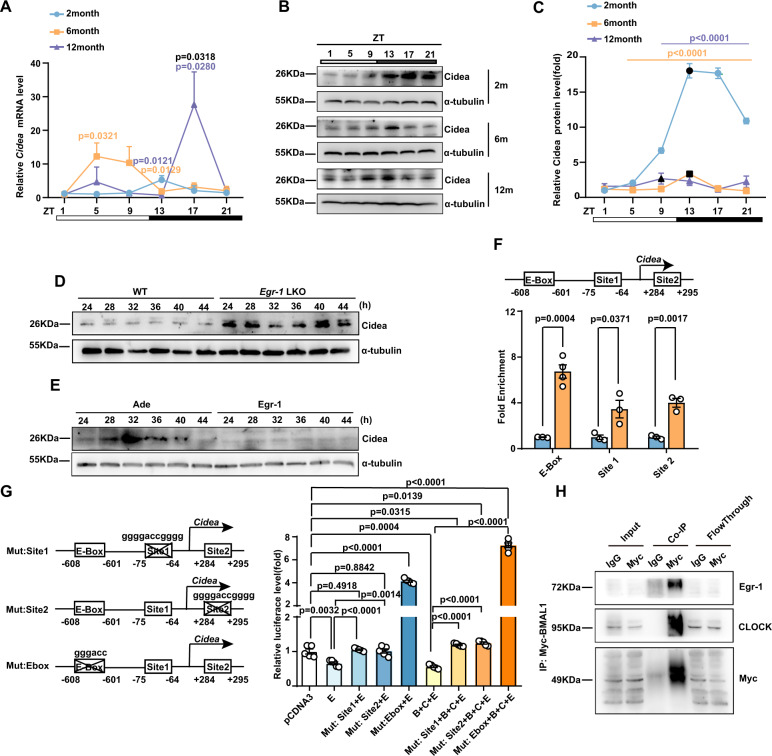
Egr-1/BMAL1/CLOCK regulates the robustness and rhythm of Cidea by inhibiting its transcription. **A** mRNA expression of *Cidea* at the indicated time points in livers from C57BL/6 J mice at 2 months, 6 months, and 12 months of age (2 months ZT1: *n* = 6, ZT5: *n* = 5, ZT9,13,17,21:*n* = 4; 6 months ZT1: *n* = 4, ZT5,13: *n* = 6, ZT9:*n* = 5, ZT17,21: *n* = 4; 12 months: *n* = 4 biologically independent animals); **B** Protein levels of Cidea at the indicated time points in livers from B6 mice at 2 months, 6 months, and 12 months of age that were entrained to a 12-h light/dark cycle. **C** Quantitative analysis of Cidea protein levels in Fig. 6B (*n* = 4 biologically independent animals per group). **D** Protein levels of Cidea in primary hepatocytes isolated from 6-month-old C57BL/6 J mice after deletion of Egr-1. **E** Protein levels of Cidea in primary hepatocytes isolated from 6-month-old C57BL/6 J mice overexpressing Egr-1. **F** ChIP assay (*n* = 3 or 4 biologically independent samples per group); **G** Luciferase assay (*n* = 5 biologically independent samples per group). **H** HEK293T cells were co-transfected with Myc-BMAL1, Egr-1, and CLOCK expression plasmids. Co-IP of Egr-1, Myc-BMAL1, and CLOCK was performed. E means Egr-1, B means BMAL1, and C means CLOCK. Each experiment was repeated three times independently. The data represent the mean ± SEM. Exact *p* values are depicted in the figure. Orange color *p* value means 6 months versus 2 month group; Purple color *p* value means 12 months versus 2 month group; Black color *p* value means 6 months versus 12 month group. Statistical analysis was performed using one-way ANOVA. Source data are provided as a Source Data file.

### Egr-1 phase recovery via light rescues liver metabolic dysfunction

The master clock synchronizes peripheral oscillators by imposing light-regulated rest/activity rhythms and feeding/fasting cycles^34^. We have demonstrated that both light/dark and feeding/fasting cycles can affect the rhythm stability of liver clock oscillators in an Egr-1-dependent manner^16^. Thus, we hypothesized that restoring the phase of Egr-1 in old mice to that in young mice could delay liver lipid accumulation. To test this hypothesis, we first restricted the feeding time to the daytime. Although the rhythm of Egr-1 expression was reversed (Supplementary Fig. 8A, B), we did not detect a reduction in liver lipid accumulation at 6 months of age (Supplementary Fig. 8C). Then, we advanced the light time forward 4 h according to the phase shift at the 6th month, in which the peak of Egr-1 expression moved forward from ZT13 to ZT9 (Fig. 7A). We found that the body weights (Fig. 7B) and liver weight/body weight ratios (Fig. 7C) of phase-shift mice were significantly recovered to those of young mice. Examination of the robustness of Egr-1 and Cidea expression at ZT5 showed that the Egr-1 downregulation was attenuated at both the protein and mRNA levels (Fig. 7D, E); in addition, the upregulation of Cidea was attenuated at both the protein and mRNA levels in the transfer group at 6 months of age (Fig. 7D, F). Furthermore, quantitative detection showed that age-related TG accumulation was dramatically decreased in the light transfer group (Fig. 7G). H&E staining and Oil Red O staining also confirmed that light transfer could reverse the age-related lipid droplet phenotype (Fig. 7H). Our results indicate that changing the phase of Egr-1 and then Cidea via a light shift can ameliorate metabolic dysfunction in the liver.

**Fig. 7:**
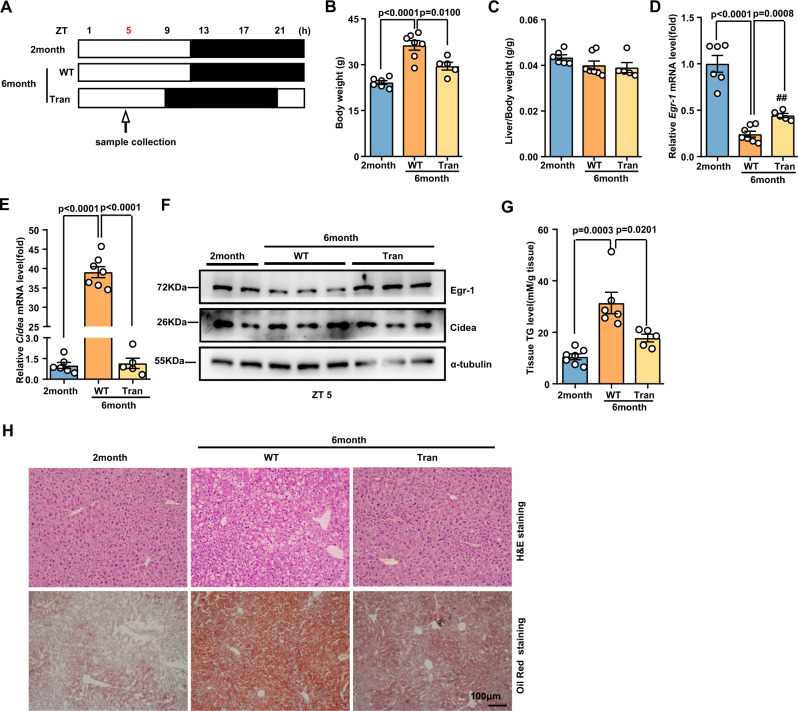
Egr-1 phase restoration via a light shift is able to rescue liver metabolic dysfunction. **A** Design of experiments in which the phase of illumination was advanced 4 h. **B**, **C** Body weights and ratios of liver weight to body weight in the groups at ZT5 (2 months: *n* = 6; 6 months: *n* = 7; 6 months Trans: *n* = 5 biologically independent animals). **D**, **E** mRNA levels of *Egr-1* and *Cidea* in the groups at ZT5 (2 months: *n* = 6; 6 months: *n* = 7; 6 months Trans: *n* = 5 biologically independent animals). **F** Protein levels of Egr-1 and Cidea in the groups at ZT5. **G** Tissue TG levels in the groups at ZT5 (2 months: *n* = 7; 6 months: *n* = 6; 6 months Trans: *n* = 5 biologically independent animals). **H** H&E staining and Oil Red O staining in the groups at ZT5. The data represent the mean ± SEM. Statistical analysis was performed using one-way ANOVA. Source data are provided as a Source Data file.

All the above observations indicated that the synchronization between circadian rhythm and lipid metabolism is disrupted in old age. We suggest that age-related Egr-1 alteration acts as a master regulator of both circadian rhythms and metabolic patterns in the liver. To make our point clearer, we draw a schematic for the contribution of Egr-1 rhythm to both circadian rhythms and metabolic patterns with age increased (Fig. 8). At a young age, Egr-1 combines with circadian genes BMAL1/CLOCK to form a complex, then regulating the circadian expression of Cidea to maintain the balance of lipid metabolism. With age increased, Egr-1 rhythm alteration might result in the uncoupling of Egr-1 with both circadian genes BMAL1/CLOCK and lipid metabolic genes Cidea, which results in the decoupling of liver circadian and lipid metabolic disorders in ageing mice.

**Fig. 8:**
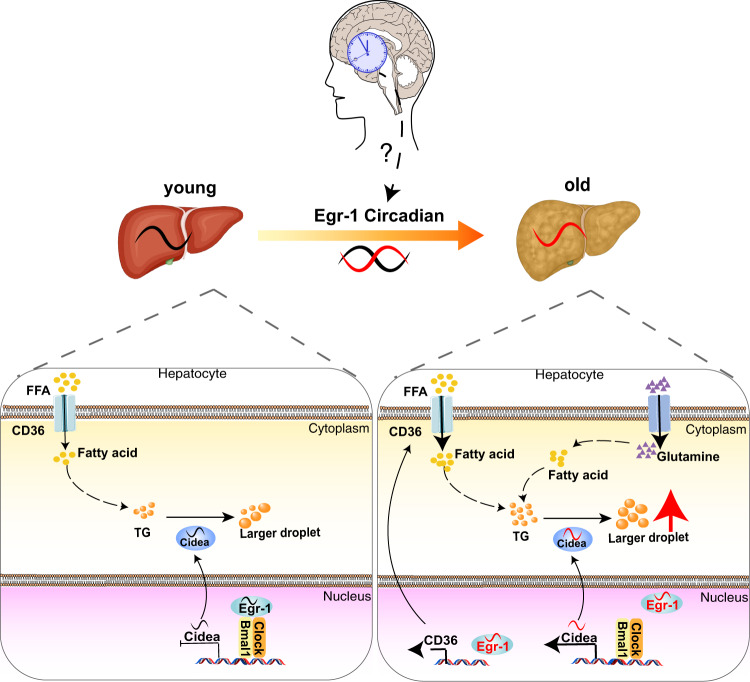
Schematic for the contribution of Egr-1 rhythm to the correlation between circadian rhythms and metabolic patterns with age increased. At a young age, Egr-1 combines with circadian genes BMAL1/CLOCK to form a complex, then regulates the circadian expression of Cidea to maintain the balance of lipid metabolism. With age increased, Egr-1 rhythm alteration might result in uncoupling of Egr-1 with both circadian genes BMAL1/CLOCK and lipid metabolic genes Cidea, facilitating the CD36 expression to promote the fatty acid uptake, accelerating the amino acid uptake to form more fatty acid in hepatocytes, thus, leading to the decoupling of liver circadian and the lipid metabolic disorder in ageing mice. However, how the Egr-1 rhythm responds to the master clock remains to be explored. In the work model, the elements of young and old liver were bought from the website (https://www.dreamstime.com/illust ration-non-alcoholic-fatty-liver-disease-comparison-shows-healthy-diseased-image191689868).

## Discussion

With age increasing, both metabolic dysfunction and circadian rhythm shifts often gradually emerge. Increasing evidence has suggested that there is a link between metabolism and the circadian rhythm^26,35^. However, the underlying mechanism that synchronizes metabolism and the circadian rhythm is still largely unknown. Here, we revealed that Egr-1, a regulator of hepatic clock circuitry, could also regulate lipid metabolism by affecting Cidea expression. Both Egr-1 and Cidea showed a rhythmic expression pattern with different phases. The peak of Egr-1 protein expression appeared at daytime near the day/night transition (ZT9-ZT13), while that of Cidea appeared in the middle of the night (ZT17) in 2-month-old mice. High expression of Cidea at nighttime is beneficial for lipid metabolism since mice eat at night. Notably, a high-fat diet (HFD) at nighttime but not daytime can protect the liver from steatosis^34^. However, the circadian expression of Egr-1 was found shifted forward with age in the current study. The Egr-1 protein expression peak shifted to ZT9 in the 6th month and ZT5 in the 12th month. This peak shift resulted in a phase shift of Cidea from ZT13 to ZT9 in the 6th and 12th months. Meanwhile, the liver showed metabolic dysfunction as a consequence of TG accumulation and lipid droplet formation increase. In our results, we found that *Egr-1* deletion results in liver TG accumulation by enhancing CD36 expression to facilitate fatty acid uptake and Cidea expression to form larger lipid droplets. Both the robustness and rhythmicity of Cidea expression were altered under conditions of *Egr-1* deficiency. The regulatory effects of Cidea and other lipid metabolism genes on lipid metabolism during the night were therefore impaired, resulting in liver age-related metabolic dysfunction.

We have reported that liver Egr-1, as an early growth response factor, may rapidly mediate central signals to maintain proper oscillation of peripheral clocks^16^. After activation by master circadian signals, Egr-1 binds to the promoter of the *Per1* gene to activate its transcription, which in turn leads to repression of Per 2 and Rev-erbs. The repression of Rev-Erbs may lead to the robust oscillation of Bmal1. Then, BMAL1 binds to and activates *Egr-1* transcription. This Egr-1/Per1/BMAL1/Egr-1 feedback loop may help the liver clock keep pace with the master clock and maintain the robustness of circadian oscillation^16^. We have also reported that Egr-1 can enhance hepatic gluconeogenesis by indirectly regulating gluconeogenic gene expression via activation of C/EBPα transcription^21^. Herein, we further found that Egr-1 formed a complex with the circadian genes BMAL1/CLOCK to regulate the transcription of lipid metabolism genes such as Cidea. Our observations suggest that Egr-1 might be an important mediator between circadian and metabolic homeostasis in peripheral organs under normal conditions. However, the synchronization between metabolism and circadian rhythm is disrupted during the aging process. Circadian rhythm alterations occur in addition to decreases in Egr-1 expression, which impair both the robustness and rhythmicity of lipid metabolism genes and circadian genes during aging. Thus, metabolic homeostasis and plasticity in aging peripheral organs, such as the liver, are uncoupled from behavioral and physiological rhythms controlled by the master circadian clock that respond to light and feeding cycles, resulting in progressive metabolic dysfunction with aging.

Aging is an irresistible natural process, and the circadian rhythms of older people are normally degraded; both losses of amplitude and fragmentation of output rhythms appear in both master and peripheral circadian rhythms^36^. We have elucidated that the master clock generates circadian rhythms and drives slave oscillators in various peripheral tissues by secreting cyclical neuroendocrine signals and imposing rest/activity rhythms and feeding/fasting cycles^37–43^, but we still do not know the exact factors that mediate the master clock and peripheral circadian system or the molecules that respond to these factors in peripheral organs. As we discussed above, Egr-1 can regulate both the robustness and rhythmicity of metabolic genes and circadian genes. Egr-1 can not only be transiently activated by many cytokines, growth factors, and hormones but also respond strongly to nutrient signaling under both fasting and feeding conditions. Fasting induces Egr-1 expression in the liver, which promotes hepatic gluconeogenesis by activating C/EBPα transcription^21^. After a meal, Egr-1 activity can be induced by insulin in skeletal muscle cells and inhibit insulin receptor phosphorylation, thus reducing insulin sensitivity^20^. It is reasonable to deduce that Egr-1 might be a critical liver responder that is able to integrate the oscillation of the central circadian clock and energy metabolism in peripheral organs. When the expression level and circadian rhythm of liver Egr-1 are altered during aging, metabolic homeostasis, and circadian plasticity are decoupled from the master circadian rhythm, resulting in metabolic aging in the liver.

Sleep disorders are associated with an increased risk of metabolic diseases during aging. Epidemiological studies have revealed that shift workers are more predisposed to elevated TG and high-density lipoprotein (HDL)-cholesterol levels and obesity than day workers^44^. In mammals, peripheral physiological rhythms are regulated by master circadian clocks, which respond to light and feeding cycles^34^. The timing of feeding can affect the liver biorhythm and metabolic patterns^45^. However, feeding time restriction did not ameliorate liver lipid accumulation in 6-month-old mice in the current study. Therefore, we attempted to restore the phase of Egr-1 in old mice to that in young mice via a light shift in order to examine the effect on liver metabolic aging. It has been shown that light duration and wavelength can change the central rhythm and peripheral rhythms. For example, a 6-h shift or delay in light time can cause the phase of Per1 to change in central and liver cells^46^. Filtering light below 480 nm during irradiation in a 12-h light/dark cycle promotes the expression of circadian rhythm genes in central and peripheral tissues and reduces the secretion of melatonin (a marker of aging)^47^. When we advanced the light time forward 4 h, liver metabolic aging was mostly improved. The robustness of Egr-1 and Cidea expression at ZT5 was also recovered. These results indicate that metabolic aging can be reversed by adjusting the central circadian pace according to the rhythm shift of Egr-1 at that age.

Sato et al. reported that there was no difference in the rhythm of circadian genes in young and old mice^2^. We also compared the circadian transcriptome between 2 months and 12 months of livers. 

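In the 2-month and 12-month groups together, 1740 genes were called rhythmic by the exact permutation test in at least 1 group, and 142 were called in both, where 69.5 would be expected if the calls were independent. Among the clock genes called at both ages were *Usp2*, *Nr1d2*, and *Bhlhe41*. *Clock* was called at 12 months and had an exact permutation p of 0.133 at 2 months. By the edgeR cosinor with Benjamini-Hochberg adjustment, 314 genes were rhythmic at both ages.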

There are 97 genes overlapped in total 1810 rhythmic expressed genes, which included the core clock genes with a similar rhythm between 2-month-old mice and 12-month-old mice. However, most of CCGs oscillations in 2-month-old mice were altered in 12-month-old mice, which mainly enriched in fatty acid metabolic process, lipid localization, steroid metabolic process, and cellular ketone metabolic process by Gene ontology (GO) analysis. Meanwhile, the oscillated CCGs in 12 months were not rhythmically expressed in 2-month-old mice, which enriched positive regulation of cellular protein localization, protein folding, and homeostasis of the number of cells. Thus, although the rhythms of some of the core clock genes were similar, the rhythmicity of downstream cellular and physiological functions that core clock genes regulated, such as metabolic circadian, have been altered with age increase.

In summary, we provide evidence that liver Egr-1 can act as a key responder to the master clock to integrate the central and peripheral rhythms. Liver Egr-1 also functions as an important mediator between circadian and metabolic homeostasis in peripheral organs. When the expression level and circadian rhythm of liver Egr-1 are altered during aging, the liver circadian rhythm is decoupled from the central circadian rhythm, and metabolic homeostasis and circadian plasticity are disrupted, resulting in metabolic aging in the liver. More importantly, we found that metabolic aging can be reversed by adjusting the central circadian rhythm according to the rhythm shift of Egr-1 at that age.

## Methods

### Ethical statement

This research complies with all relevant ethical regulations for the boards/committees and institutions that approved the study protocols. All mice were maintained and used in accordance with the Animal Care and Use Committee of the Model Animal Research Center of Nanjing University, Nanjing, China, using approved protocols from the institutional animal care committee (#CS20).

### Animals

We generated mice with liver-specific KO (LKO) of *Egr-1* by crossing *Alb*-Cre transgenic mice with homozygous floxed *Egr-1* mice. Littermates were used as controls. The KO lines (strain 129) were backcrossed for a minimum of six generations to the C57BL/6 J background (*Egr-1*-loxp mouse background). The mice were housed in a controlled environment with a 12-hour/12-hour light/dark cycle at 20–24 °C and 50–65% relative humidity and were fed a chow diet ad libitum. Chow diet for reproduction and maintenance of mice were from Xietong Shengwu, China (Reproduction: SFS9112; Maintenance: SWS9102). All the animals used in the study were male mice at 2 months, 6 months, 12 months, and 21 months of age. To analyze the lipid metabolism in Fig. 3, the liver were dissected at Egr-1 highest(H) zeitgeber time in the male mice of different ages. Liver samples were obtained at ZT13(H) in 2-month group; at ZT9(H) in 6-month group; at ZT5(H) in 12-month group, and 21-month group. To analyze gene rhythm expression, the livers of WT and *Egr-1* LKO male mice at matched ages were obtained every 6 h starting at ZT1. To analyze the function of Egr-1 in age-related liver lipid accumulation, the light time for 6-month-old male mice was advanced by 4 h for 1 month according to the time at which the peak of Egr-1 expression moved forward from ZT13 to ZT9. The livers of male mice were dissected at ZT5 to analyze lipid metabolism. For restricted feeding, the WT and *Egr-1* LKO male mice for 6-month-old mice were fed exclusively during the daytime for 1 month. The livers of male mice were dissected every 6 h starting at ZT1 to analyze the rhythm. Mouse liver samples were obtained by cervical dislocation after anesthesia with or without light, and the mouse carcasses were treated with centralized pollution-free treatment.

In the survival experiment, the animals were euthanized when animals in a state of no anesthesia or sedation, were unable to eat or drink, and stood or extremely reluctantly stood up to 24 h. The animals were monitored once a week and once a day if the symptoms described above were present. Moribund animals were euthanized and every animal found dead or euthanized was necropsied. The criteria for euthanasia were based on an independent assessment by the veterinarian according to the AAALAC guidelines, and the animal was represented as dead in the curve only once its condition was deemed unsuitable for continued survival. Animals in the survival curve (WT group: *n* = 22; Egr-1 LKO group: *n* = 23) were considered as censored deaths.

### Cell culture, adenovirus infection, and plasmid transfection

HEK293T (CRL-3216) cell lines were obtained from American Type Culture Collection (ATCC). Primary hepatocytes were isolated and plated at a cell density of 2 × 10^6^ cells per well. The isolated hepatocytes and HEK293T cells were maintained in DMEM with or without Glucose containing 10% fetal bovine serum (FBS).

For adenovirus infection, primary hepatocytes were infected with adenovirus for 48 h. Control GFP- and Egr-1-expressing and dnEgr-1-expressing adenoviruses were constructed using an AdEasy adenoviral vector system (Stratagene, San Diego, CA, USA); then, the adenoviruses were purified by CsCl gradient centrifugation and dialyzed in PBS containing 10% glycerol. The ShCidea adenovirus was provided by Professor Li Peng (Tsinghua University, Beijing, China); the information for this adenovirus can be found in a previous study^30^.

For plasmid transfection, primary hepatocytes were transfected with the indicated plasmids using Lipofectamine 2000 (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s protocol. The Cidea plasmid was provided by Professor Li Peng (Tsinghua University, Beijing, China); the information for this plasmid can be found in a previous study^30^. HEK293T cells were transfected with Egr-1, BMAL1, and CLOCK plasmids or with a control PCDNA3 plasmid.

### Isolation of mouse primary hepatocytes

WT and *Egr-1* LKO mice were anesthetized via intraperitoneal injection of sodium pentobarbital (50 mg/kg). Before isolation, the perfusion buffer (#17701-038, GIBCO) with collagenase IV (C5138, Sigma) should be dissolved for 30–60 min at a temperature of 37 °C. The mouse were cleaned with 70% alcohol and made a midline incision to expose the abdominal site. Then, place the catheter into the portal vein. Start the perfusion pump at a rate of 4.5 ml/min with perfusion medium, and immediately cut SVC or IVC to let blood out for about 5 min. The liver was digested by a digest medium for 6–7 min. The liver was removed, and placed in a 100 mm plate filled with a cold 20 ml washing medium. The cells were filtered through 100 µm filters into 50 ml centrifuge tubes and centrifuged at 50×*g* for 5 min at 4 °C. A pellet containing primary hepatocytes was resuspended in DMEM with glucose containing 10% FBS and then recentrifuged. The final pellet was resuspended in DMEM with glucose containing 10% FBS and plated at a cell density of 2 × 10^6^ cells per six-well. Isolated primary hepatocytes were used immediately and cells can survive for ~4 days.

### mRNA and protein expression analysis and immunoprecipitation

Total RNA was extracted using TRIzol (Takara Bio, Kusatsu, Japan) according to the manufacturer’s protocol. The primer sequences utilized in this study are provided in Supplementary Table 1. Q-PCR data were acquired using the Applied Biosystems Viia 7 fast Real-Time PCR system software.

For protein analysis, 2 × 10^6^ cells or 20 mg of homogenized tissue was lysed directly in RIPA lysis buffer containing protease inhibitors (cell/tissue weight:RIPA lysis buffer volume, 1:20). Protein (50 µg per sample) was loaded onto gels. Equal amounts of protein were analyzed via western blotting with antibodies against Egr-1 (sc-101033, Santa Cruz Biotechnology, 1:500), Cidea (ab8402, Abcam, 1:1000), CD36 (sc-7309, Santa Cruz Biotechnology, 1:1000), Clock (18094-1-AP, Proteintech, 1:1000), c-Myc (10828-1-AP, Proteintech, 1:1000), β-actin (66009-1-Ig, Proteintech, 1:2000) and a-tubulin (66031-1-Ig, Proteintech, 1:2000). Second antibodies used were: anti-rabbit-HRP (BA1054, Boster, 1:10000) and anti-mouse-HRP(BA1050, Boster, 1:10000). Western blot data were acquired digitally by Image LAB(Bio-Red) software. The quantitative analysis of western blotting bands was observed by ImageJ software 2.1.0/1.53c.

Immunoprecipitation was performed according to a standard protocol. Briefly, antibodies against Myc/IgG were added to form immune complexes with the indicated proteins in the lysates, and these complexes were immunoprecipitated using protein-A/G agarose beads (Santa Cruz Biotechnology). After several washes, the samples were boiled in 2× sample buffer and subjected to western blot analysis with Myc/Clock/Egr-1 antibodies.

### Luciferase assays

Primary hepatocytes were seeded into twelve-well dishes at a cell density of 0.8 × 10^6^ cells per well 24 h before transfection. Egr-1, Bmal1, and Clock overexpression constructs, mCidea reporter and mutant plasmids, and internal control Renilla-luciferase plasmids were transfected. The relative luciferase activity levels were determined 48 h following transfection using a Dual-Luciferase Assay System (Promega, Madison, Wisconsin, USA) according to the manufacturer’s protocol. All transfection experiments were performed in triplicate.

### H&E, Sirius Red, and β-gal staining

For histological analysis, liver tissue was collected from mice of different ages and fixed in 4% paraformaldehyde (PFA) overnight. The sections were used for H&E staining according to a standard protocol. For nuclear staining, the sections were placed in hematoxylin solution for 1 min and rinsed with distilled water.

For Sirius Red staining, paraffin sections were stained by using a Sirius Red staining Kit (Sbjbio, Nanjing, China) according to the manufacturer’s protocol.

For β-gal staining, liver tissue was collected from mice of different ages and fixed in 4% PFA overnight. The sections were stained by using a β-gal staining kit (Beyotime, Shanghai, China) according to the manufacturer’s protocol.

### Oil Red O tissue and hepatocyte staining

For tissue, livers were collected from mice of different ages and fixed in 4% PFA for 2 h. Then, the samples were placed in 30% sucrose solution at 4 °C overnight to remove the internal moisture, embedded in Tissue Freezing Medium (Leica, UK), and sectioned at 15-μm thickness using a Leica CM1900 Cryostat. The sections were frozen at −70 °C until staining, at which time they were air-dried, rinsed with 60% isopropanol, and stained with freshly prepared Oil Red O working solution (0.5% Oil Red O:ddH2O = 3:2) for 15 min and rinsed with 60% isopropanol.

For hepatocytes, 10^6^ cells were seeded in a 35 mm dish and treated with different experimental compounds and vehicles. The hepatocytes were fixed in 4% PFA for 15 min and then stained with freshly prepared Oil Red O working solution for the appropriate time.

### Hepatocyte BODIPY staining and immunofluorescence staining

A suitable number of cells were seeded in a 24-well plate with coverslips. The hepatocytes were fixed in 4% PFA for 20 min, incubated with 1 mg/ml BODIPY dye solution at 37 °C for 15 min, and then sealed with 50% glycerol.

For immunofluorescence staining, paraffin sections were deparaffinized, rehydrated, and boiled in citrate buffer (pH 6.0) to retrieve antigens. Afterward, the paraffin sections and frozen sections were permeabilized, blocked, and incubated with the indicated primary antibodies at 4 °C overnight. Subsequently, the sections were incubated with secondary antibodies for 1 h at room temperature. Immunofluorescence microscopy images were acquired using an Olympus SpinSR microscope. Microscopy image analysis was performed using ImageJ software version 2.1.0/1.53c.

### Metabolic parameters

Blood samples were drawn from the retroorbital plexus. After 30 min at room temperature, the blood samples were centrifuged for 10 min at 3000×*g* to obtain plasma, and the supernatants were collected and stored at −80 °C until analysis. Blood TG, ALT, and AST levels were determined by an automatic biochemical analyzer at Nanjing Drum Tower Hospital, the affiliated hospital of Nanjing University Medical School. The serum-free fatty acid levels were enzymatically detected with a LabAssay^TM^ NEFA (Wako, Japan).

Liver tissue TG levels were detected using a tissue/cell TG enzymatic assay kit (Applygen, Beijing, China). Hepatocyte TG levels were detected using a TG assay kit (Jiancheng, Nanjing, China). Liver-free fatty acid levels were detected using a Free Fatty Acid Quantification Colorimetric/Fluorometric Kit (BioVison, Palo Alto, USA).

### ChIP

Primary hepatocytes were infected with an Egr-1-expressing adenovirus for 48 h. Chromatin lysates were prepared, precleared with Protein-A/G agarose beads, and immunoprecipitated with antibodies against Egr-1 or control mouse IgG. The beads were extensively washed before reverse-crosslinking. DNA was purified using a PCR purification kit (Qiagen) and subsequently analyzed by real-time PCR.

### RNA extraction, library preparation, and sequencing

The livers of C57BL/6 J mice at 2 months, 6 months, and 12 months of age were sacrificed every 4 h starting at ZT1 over the circadian cycle. The livers of WT and *Egr-1* LKO mice were selected at zeitgeber time of Egr-1 highest or lowest protein expression in 2 months (H: ZT13; L: ZT17), 6 months (H: ZT9; L: ZT21), and 12 months (H: ZT5; L:ZT21) group. All samples were submitted to Novogene for transcriptome sequencing and analysis. Total RNA was extracted according to the manufacturer’s procedure. The RNA quantity and purity were determined using a NanoPhotometer spectrophotometer and a Qubit2.0 Fluorometer. mRNAs were enriched with poly-T oligo-attached magnetic beads using NEBNext First Strand Synthesis Reaction Buffer (5×) and then fragmented into small pieces. These cleaved RNA fragments were reverse-transcribed to create a cDNA library using Illumina’s NEBNext® Ultra^TM^ RNA Library Prep Kit; the average insert size for the paired-end libraries was 300 bp (±50 bp). The library was sequenced on an Illumina HiSeq platform.

### RNA-seq data analysis

After sequencing and removal of low-quality reads that contained adapter contamination, low-quality bases, and undetermined bases, the sequenced reads were aligned to the mouse genome using HISAT2. Feature Counts was used to determine the mRNA expression levels by calculating the FPKM values. The expression patterns of all the genes were characterized with the TCseq package. RNA-seq data were analyzed using edgeR software version 3.38.1.

### Differential gene expression analysis

The differentially expressed genes (DEGs) were identified with edgeR software. We chose the DEGs for which the absolute value of the log (fold change) was >1.2 and the corresponding false discovery rate (FDR) was <0.05. GO annotation and enrichment of the DEGs were performed with the clusterProfiler package.

### Statistical analysis

The data are presented as the mean ± SEM from at least three independent experiments. Statistical analyses were performed using Prism 8 software (GraphPad Software, Inc., San Diego, CA, USA). The data were assessed for normal distributions with the Shapiro-Wilk test. If the normality test was passed, statistical analyses were performed using two-tailed unpaired Student’s *t*-test (two-group comparison) or one-way ANOVA followed by multiple comparisons with the LSD post hoc test (more than two groups). *P* < 0.05 was considered to indicate statistical significance.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Reporting Summary

## Source data

Source Data

## Data Availability

All transcriptome sequencing data that support the findings of this research have been deposited in the Gene Expression Omnibus (GEO) and are accessible through the GEO accession number GSE195456. All other data generated or analysed during this study are included in this published article (and its supplementary information files). Source data are provided with this paper.

# Supplementary material for: The rhythmic coupling of Egr-1 and Cidea regulates age-related metabolic dysfunction in the liver of male mice
**Source:** Nat Commun. 2023 Mar 24;14:1634. doi: 10.1038/s41467-023-36775-8
**Supplement:** Supplementary file 1 — Supplementary information

# The rhythmic coupling of Egr-1 and Cidea regulates age-related metabolic dysfunction in the liver of male mice

Jing Wu<sup>1,2,3#</sup>, Dandan Bu<sup>1#</sup>, Haiquan Wang<sup>1</sup>, Di Shen<sup>1</sup>, Danyang Chong<sup>1</sup>, Tongyu Zhang<sup>1</sup>, Weiwei Tao<sup>2</sup>, Mengfei Zhao<sup>1</sup>, Yue Zhao<sup>1</sup>, Lei Fang<sup>1</sup>, Peng Li<sup>4\*</sup>, Bin Xue<sup>3\*</sup> and Chao-Jun Li<sup>2\*</sup>

## Supplementary Figures

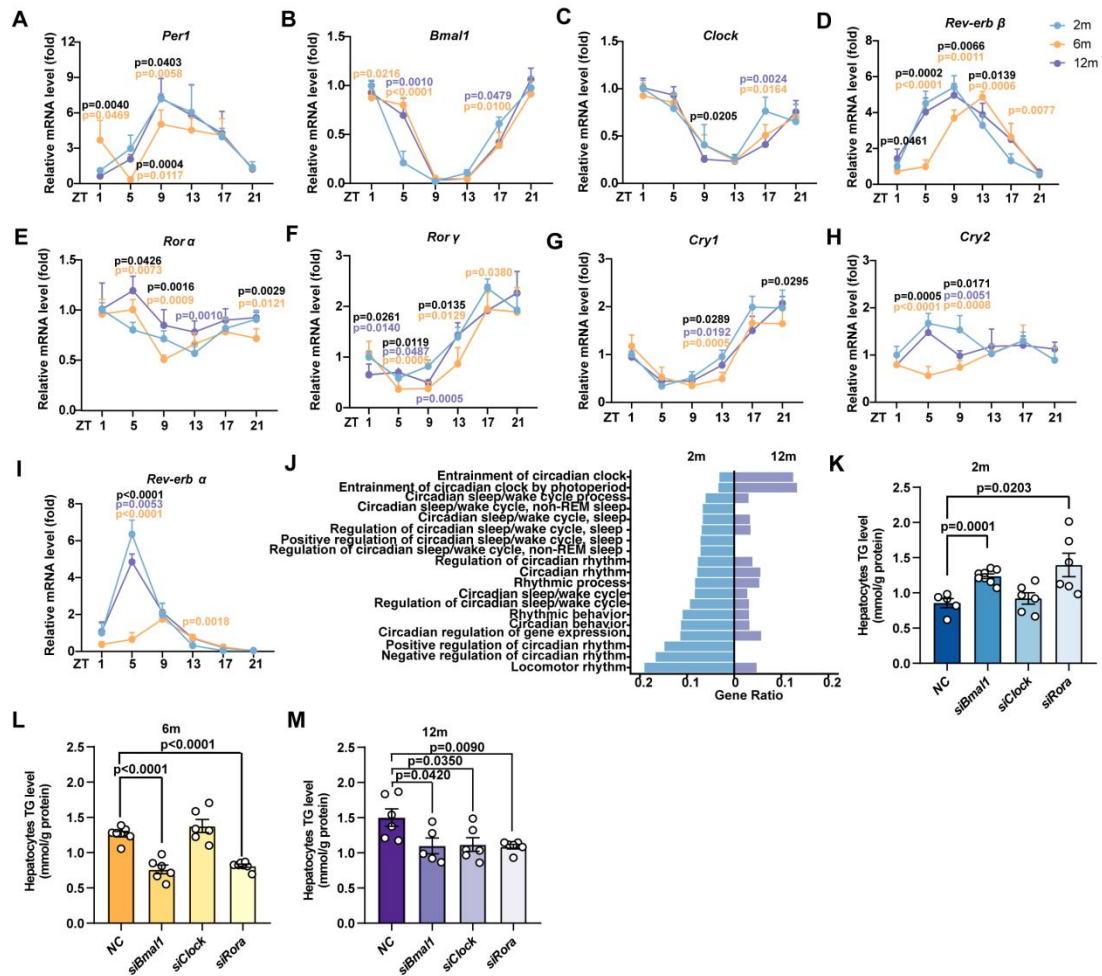

**Supplementary Figure 1. The liver circadian system regulation on lipid metabolism is shifted with aging.**

A-I. mRNA level of the clock genes and clock-controlled genes at the indicated time points in the livers of C57BL/6 mice at 2 months, 6 months, and 12 months (n=5 biologically independent animals per group); J. Selected significantly enriched circadian rhythm related GO terms of 2-month and 12-month intersect genes; K-M. TG levels in WT primary hepatocytes from 2-month-old, 6-month-old and 12-month-old mice after infection with a siRNA by

knocking down *Bmal1* or *Clock* or *Rora* (2month: *NC*:n=5; *SiBmal1*: n=8; *SiClock*: n=6; *SiRora*: n=6; 6month: *NC*:n=7; *SiBmal1*: n=6; *SiClock*: n=6; *SiRora*: n=7; 12month: *NC*:n=6; *SiBmal1*: n=5; *SiClock*: n=6; *SiRora*: n=6 biologically independent samples). Each experiment was repeated three times independently. Data are represented as mean  $\pm$  SEM. Exact p-values are depicted in the figure. Orange color p-value means 6month versus 2month group; Purple color p-value means 12month versus 2month group; Black color p-value means 6month versus 12month group. Statistical analysis was performed using One-way ANOVA. Source data are provided as a Source Data file.

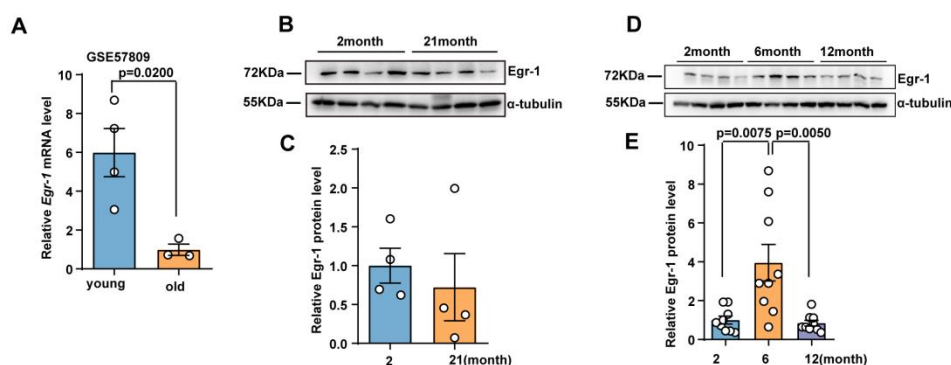

## Supplementary Figure 2. The phase of the Egr-1 circadian rhythm in the liver moves forward with aging.

A. mRNA levels of Egr-1 in young and old mice according to gene array analysis (GSE57809). B-C. Immunoblot and quantitative analysis of Egr-1 expression levels in the livers of C57BL/6 mice at 2 months and 21 months (n=4 biologically independent animals per group); D-E. Protein expression and quantitative analysis of Egr-1 in the livers of C57BL/6 mice at 2 months, 6 months and 12 months (n=9 biologically independent animals per group). Data are represented as mean  $\pm$  SEM. \*P < 0.05, unpaired t test. Data are represented as mean  $\pm$  SEM. Exact p-values are depicted in the figure. Statistical analysis was performed using unpaired two-tailed Student's t-test for A, C and One-way ANOVA for E. Source data are provided as a Source Data file.

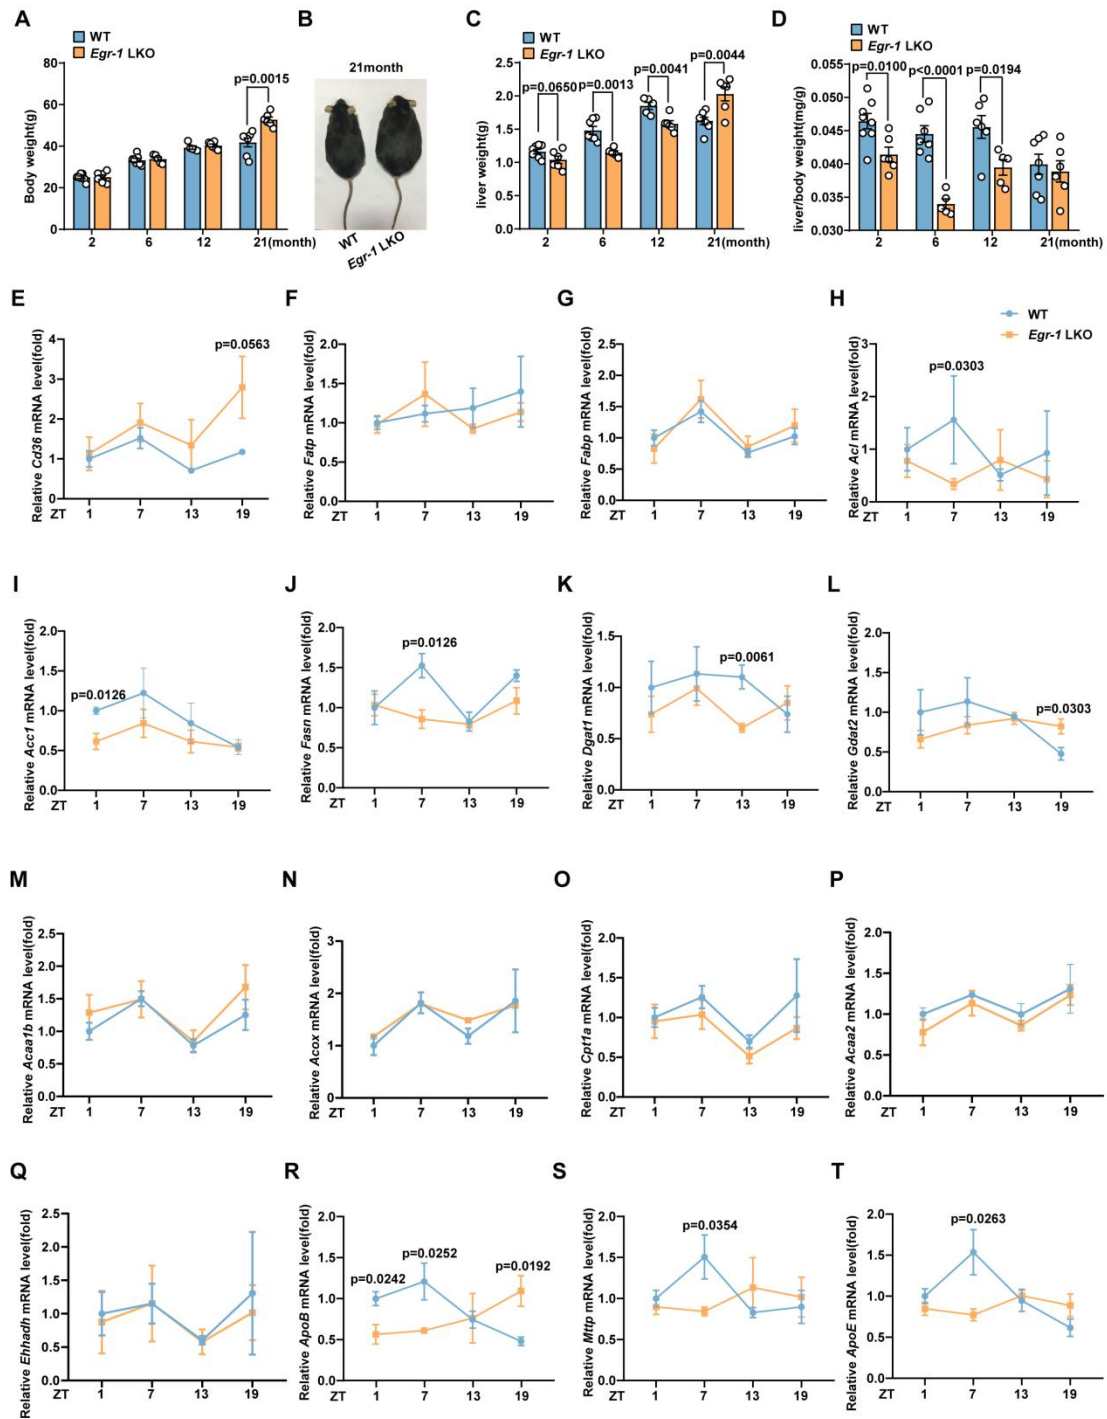

**Supplementary Figure 3. *Egr-1* deficiency facilitates fatty acid uptake to enable accumulation of excessive fatty acids from 6 months onward.**

WT and *Egr-1*-LKO mice at 2 months, 6 months, 12 months and 21 months were examined (WT: 2month: n=8; 6month: n=7; 12month: n=5; 21month: n=7; *Egr-1* LKO: 2month: n=6;

6month: n=5; 12month: n=6; 21month: n=6 biologically independent animals). A. Body weight. B. Photographs of WT and *Egr-1*-LKO mice at 21 months of age. C. Liver weight. D. Liver weight/body weight ratio. mRNA expression of genes at the indicated time points related to fatty acid uptake(E-G), fatty acid synthesis(H-L), fatty acid oxidation(M-Q) and TG transport (R-T) in the livers of WT and *Egr-1*-LKO mice at 6 months of age (n=4 biologically independent animals per group). Data are represented as mean  $\pm$  SEM. Exact p-values are depicted in the figure. Statistical analysis was performed using One-way ANOVA. Source data are provided as a Source Data file.

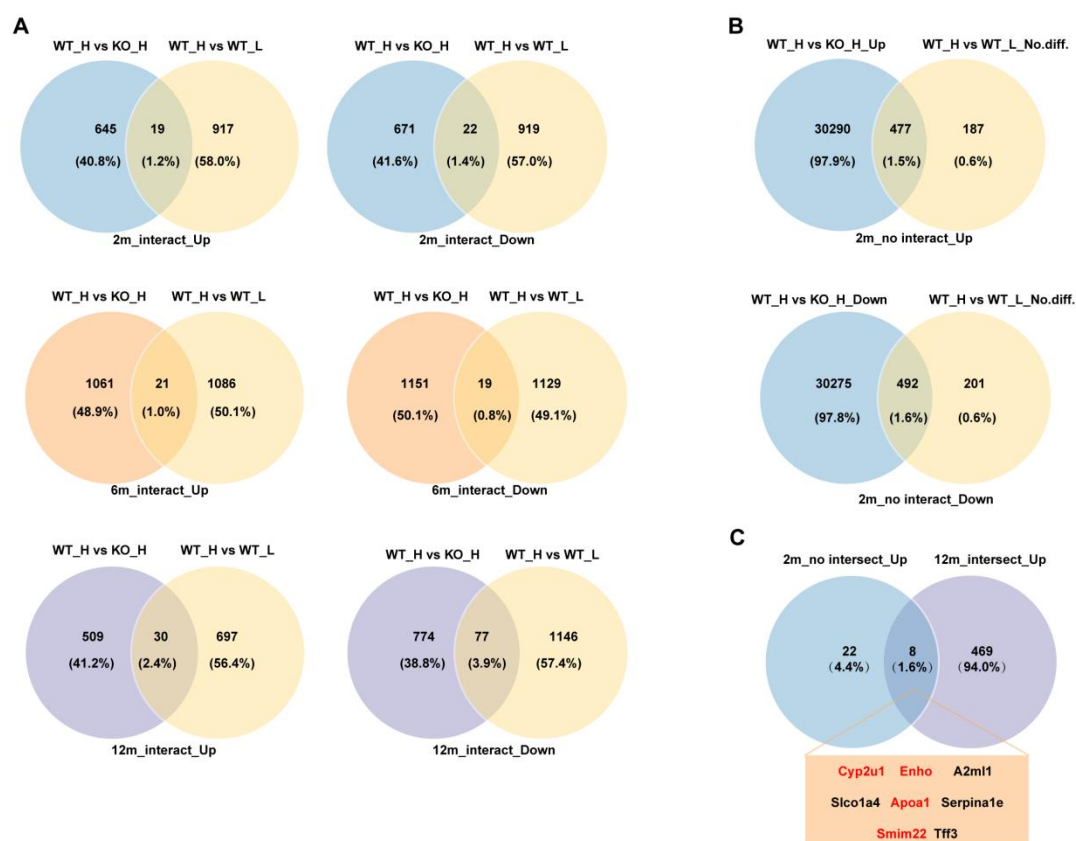

**Supplementary Figure 4. Transcriptomic analysis of the liver in *Egr-1*-deleted mice with age increased.**

A. Venn diagram represents the overlap among the indicated groups. B. Venn diagram represents the overlap between WT\_H vs KO\_H\_up/down and WT\_H vs WT\_L\_no. diff. group; C. Venn diagrams representing the overlap between 2m\_no\_intersect\_up and 12\_intersect\_up group. The lipid metabolism related genes were labeled with red font.

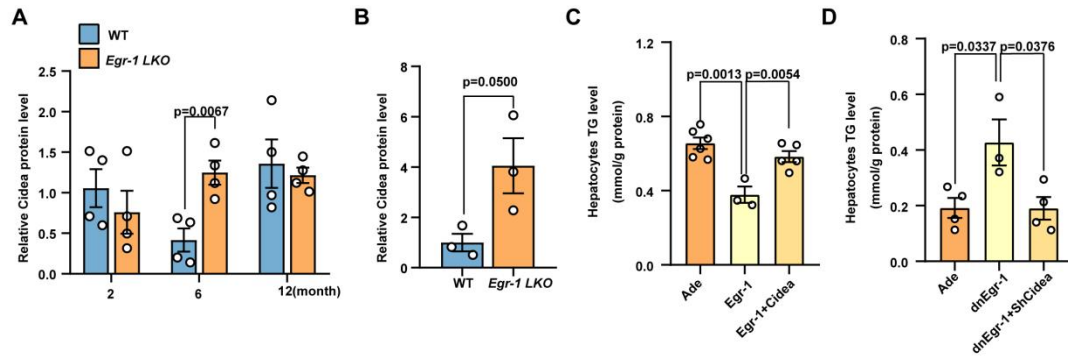

**Supplementary Figure 5. Egr-1 regulates liver metabolic aging in a Cidea-dependent manner.** A. Quantitative analysis of Cidea protein levels in Figure 5B ( $n = 4$  biologically independent animals per group). B. Quantitative analysis of Cidea protein levels in Figure 5C ( $n=3$  biologically independent experiments). C. Hepatocyte TG levels after transfection with a Cidea overexpression plasmid or infection with an Egr-1 overexpression adenovirus, which cell cultured in DMEM without glucose but with 10% FBS (Ade:  $n= 6$ ; Egr-1:  $n=3$ ; Egr-1+Cidea:  $n=5$  biologically independent samples ); D. TG levels in primary hepatocytes from 6-month-old mice after infection with a ShCidea adenovirus or infection with an dnEgr-1 overexpression adenovirus, which cell cultured in DMEM without glucose but with 10% FBS (Ade:  $n= 4$ ; dnEgr-1:  $n=3$ ; dnEgr-1+ShCidea:  $n=4$  biologically independent samples ). Each experiment was repeated three times independently. Data are represented as mean  $\pm$  SEM. Exact p-values are depicted in the figure. Statistical analysis was performed using unpaired two-tailed Student's t-test for B and One-way ANOVA for A, C, D. Source data are provided as a Source Data file.

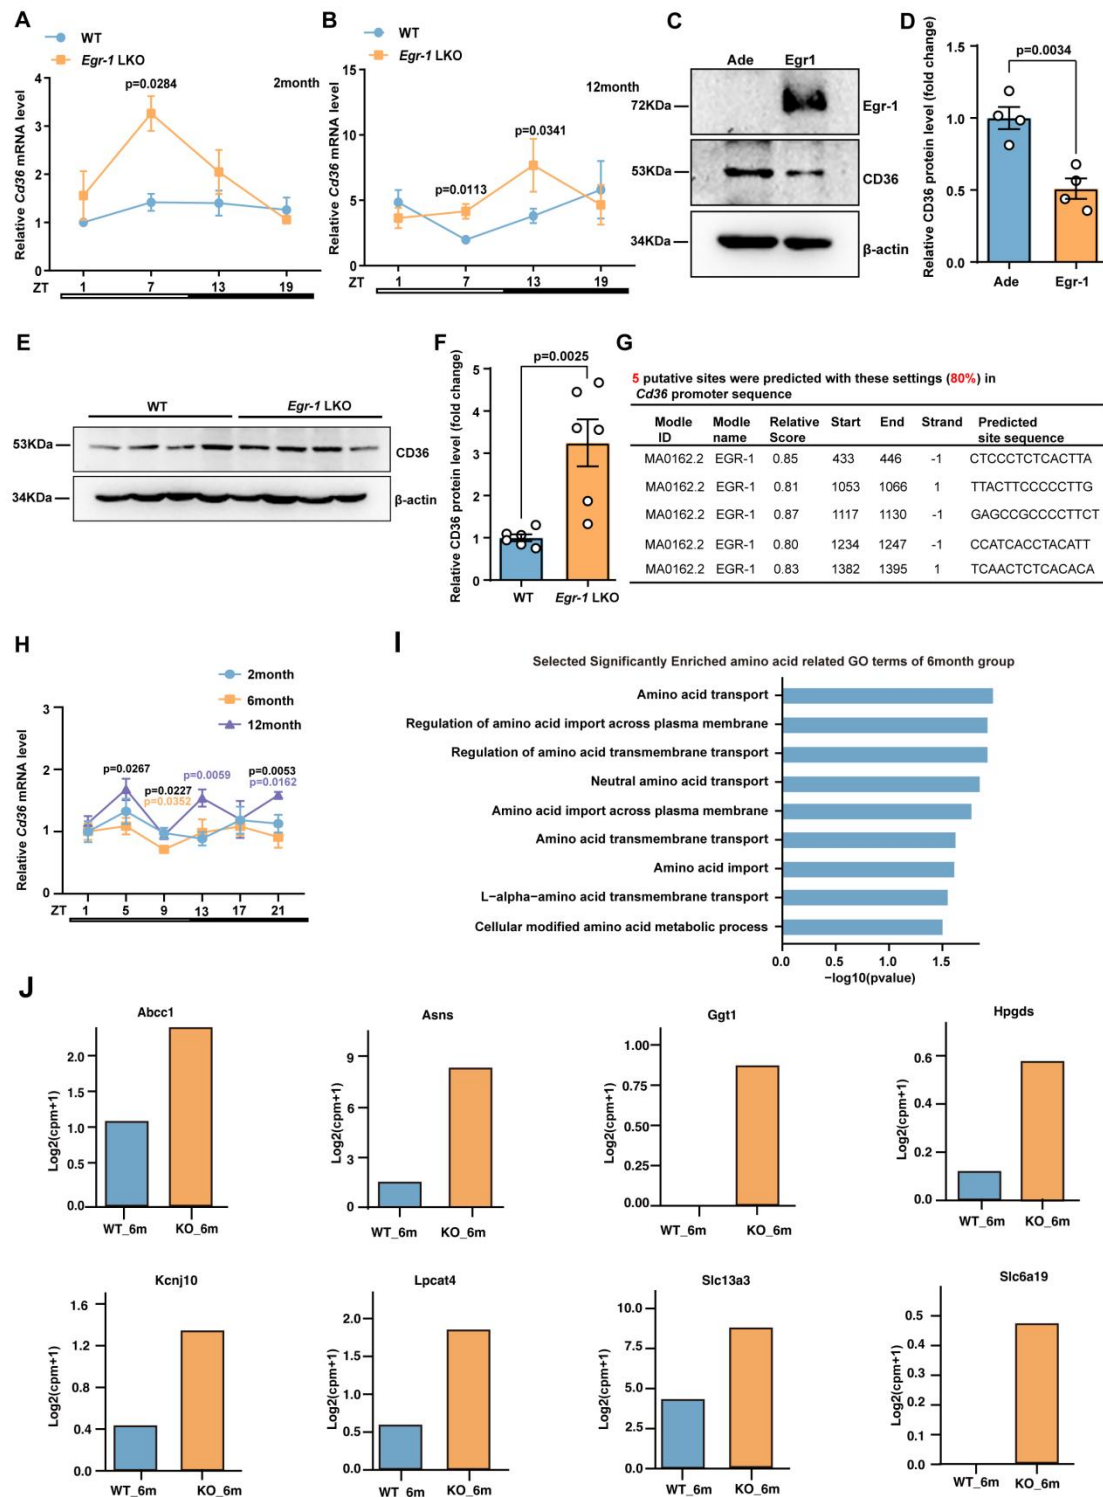

**Supplementary Figure 6. *Egr-1* deletion can enhance CD36 expression.**

A. the mRNA level of *Cd36* at the indicated time points at 2-month-old mice (WT ZT1-19: n=3; *Egr-1* LKO ZT1,13,19: n=3, ZT7: n=4 biologically independent animals). B. the mRNA level of *Cd36* at the indicated time points at 12-month-old mice (WT ZT1,7,19: n=3;

ZT13:n=8; *Egr-1* LKO ZT1,7,13: n=4, ZT19: n=3 biologically independent animals). C-D. protein level and quantitative analysis of CD36 when overexpressing *Egr-1* (n=4 independently experiments). E-F. protein level and quantitative analysis of CD36 in WT and *Egr-1* LKO mice (n=6 biologically independent animals per group). G. five putative *Egr-1* binding sites in *Cd36* promoter sequence. H. mRNA of the *CD36* at the indicated time points in the livers of C57BL/6 mice at 2 months, 6 months, and 12 months (n=5 biologically independent animals per group). I. selected significantly Enriched amino acid related GO terms of changed genes between WT and *Egr-1* LKO (KO) group at 6-month-old; J. significantly changed genes in amino acid related GO terms in I. Data are represented as mean  $\pm$  SEM. Exact p-values are depicted in the figure. Orange color p-value means 6month versus 2month group; Purple color p-value means 12month versus 2month group; Black color p-value means 6month versus 12month group. Statistical analysis was performed using unpaired two-tailed Student's t-test for D, F and One-way ANOVA for A, B, H. Source data are provided as a Source Data file.

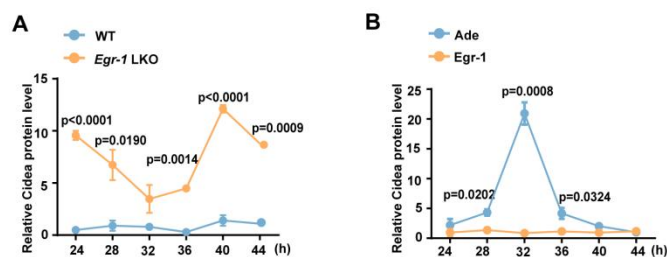

### Supplementary Figure 7. *Egr-1*/BMAL1/CLOCK regulates the robustness and rhythm of *Cidea* by inhibiting its transcription.

A-B. Quantitative analysis of *Cidea* protein levels in Figure 6E-F. n=3 independently experiments. Data are represented as mean  $\pm$  SEM. Exact p-values are depicted in the figure. Statistical analysis was performed using One-way ANOVA. Source data are provided as a Source Data file.

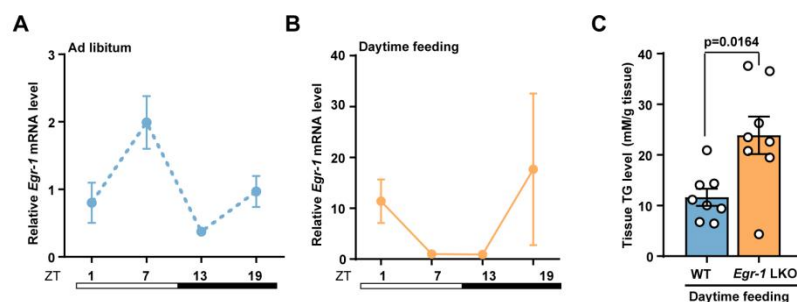

**Supplementary Figure 8. Restriction of feeding to daytime does not reduce TG accumulation.**

**A-B.** mRNA levels of *Egr-1* in ad libitum-fed and day-fed mice (n=4 biologically independent animals per group). **C.** Liver TG levels of WT and *Egr-1*-LKO mice restricted to daytime feeding (WT: n=7; *Egr-1* LKO: n=9 biologically independent animals). Data are represented as mean  $\pm$  SEM. Exact p-values are depicted in the figure. Statistical analysis was performed using unpaired two-tailed Student's t-test. Source data are provided as a Source Data file.

**Supplementary Table 1. Sequence of Primers.**

| Gene                 | Sequence (3')            |
|----------------------|--------------------------|
| Cre                  | TGCCACGACCAAGTGACAGCAATG |
|                      | AGAGACGGAAATCCATCGCTCG   |
| <i>Egr-1</i> -Loxp   | CCTTTCCTCACTACCCACCATGG  |
|                      | CACCCACGCAGCTTGAGTTCTC   |
| 36B4(mouse)          | GAAACTGCTGCCTCACATCCG    |
|                      | GCTGGCACAGTGACCTCACACG   |
| <i>Egr-1</i> (mouse) | GTCCTTTTCTGACATCGCTCTGA  |
|                      | CGAGTCGTTTGGCTGGGATA     |
| $\alpha$ -SMA        | GTCCCAGACATCAGGGAGTAA    |
|                      | TCGGATACTTCAGCGTCAGGA    |
| Cidea(mouse)         | TGACATTCATGGGATTGCAGAC   |
|                      | GGCCAGTTGTGATGACTAAGAC   |
| Clock                | CACTCTCACAGCCCCACTGTAC   |

|                  |                             |
|------------------|-----------------------------|
|                  | CCCCACAAGCTACAGGAGCAGT      |
| Bmal1            | TGGAGGGACTCCAGACATTC        |
|                  | TGGGACTACTTGATCCTTGG        |
| Rev-erb $\alpha$ | TGCAGGCTGATTCTTCACACA       |
|                  | AGCCCTCCAGAAGGGTAGGA        |
| Rev-erb $\beta$  | CGCACATTGCCGATATAGGAGG      |
|                  | GAGACTGCCACCACCACGTACT      |
| Ror $\alpha$     | CCAACCGTGTCCATGGCAGAAC      |
|                  | GCACACAGCTGCCACATCACCT      |
| Ror $\gamma$     | GGCAGCGCACCAACCTCTTTTC      |
| Cry1             | AGCGCAGGTGTCGGTTATGAGC      |
|                  | ATAGACGCAGCGGATGGTGTCG      |
| Cry2             | TGGGCATCAACCGATGGAG         |
|                  | CCCATTCTTGAACAGCCTTG        |
| Per1             | AACGGGATGTGTTTCGGGGTGC      |
|                  | AGGACCTCCTCTGATTTCGGCAG     |
| Per2             | TGATCGAGACGCCTGTGCTCGT      |
|                  | CTCCACGGGTTGATGAAGCTGG      |
| mCD36            | TTGTACCTATACTGTGGCTAAATGAGA |
|                  | CTTGTGTTTTGAACATTTCTGCTT    |
| mFATP            | CACGATCCCGTGCATCTTCC        |
|                  | AGCATTGGAGTAGGTGTCCAG       |
| mFABP            | GTGGAAAGTAGACCGGAACGA       |
|                  | CCATCCTGTGTGATTGTCAGTT      |
| mAcaalb          | ATGCTTCCATGCTGAGATTGT       |
|                  | TCCATCCTTGAAGGCAGGCTT       |
| mAcox1           | GCCTGCTGTGTGGGTATGTCATT     |
|                  | GTCATGGGCGGGTGCAT           |
| mEhhadh          | GTGATTGGCACCCACTTCTT        |
|                  | TCGATTCCCAACAAATCCAT        |
| mEch1            | AAGATAAGGACGCCATGCTGAA      |
|                  | TCCAGGTGGCCATGTAGTCA        |
| mCpt1a           | CTCAGTGGGAGCGACTCTTCA       |

|        |                          |
|--------|--------------------------|
|        | GGCCTCTGTGGTACACGACAA    |
| Acaa2  | CTGCTACGAGGTGTGTTTCATC   |
|        | AGCTCTGCATGACATTGCCC     |
| mHadha | GTGTTTGAGGACCTCGGTGT     |
|        | CGTTGTGTCCTTGGAGGTTT     |
| Acadl  | TCTTTTCCTCGGAGCATGACA    |
|        | GACCTCTCTACTCACTTCTCCAG  |
| Acadvl | CTACTGTGCTTCAGGGACAAC    |
|        | CAAAGGACTTCGATTCTGCCC    |
| mACL   | GCCAGCGGGAGCACATC        |
|        | CTTTGCAGGTGCCACTTCATC    |
| ACC1   | ATGGGCGGAATGGTCTCTTTC    |
|        | TGGGGACCTTGTCTTCATCAT    |
| FAS    | CTGCGATTCTCCTGGCTGTGAA   |
|        | CAACAACCATAGGCGATTTCTGG  |
| ELVOL6 | CCCGAACTAGGTGACACGAT     |
|        | CCAGCGACCATGTCT TTGTA    |
| SCD1   | ATGTCTGACCTGAAAGCCGA     |
|        | GAAGGTGCTAACGAACAGGC     |
| Gpat1  | ACAGTTGGCACAATAGACGTTT   |
|        | CCTTCCATTTTCAGTGTTGCAGA  |
| Gpat2  | CACTGCTCCGAGGTTTTGATG    |
|        | AGGTTGGCAGCAATTCCATAC    |
| Dgat1  | TCCGTCCAGGGTGGTAGTG      |
|        | TGAACAAAGAATCTTGCAGACGA  |
| Dgat2  | GCGCTACTTCCGAGACTACTT    |
|        | GGGCCTTATGCCAGGAAACT     |
| mApoB  | TTGGCAAACATGCATAGCATCC   |
|        | TCAAATTGGGACTCTCCTTTAGC  |
| MTP    | CAGGGTGGTCTAGCTATTGAT    |
|        | TTTCACTCGGGTTTTAGACTC    |
| mApoE  | CTCCCAAGTCACACAAGAACTG   |
|        | CCAGCTCCTTTTTTGTAAGCCTTT |

# Supplementary material for: The rhythmic coupling of Egr-1 and Cidea regulates age-related metabolic dysfunction in the liver of male mice
**Source:** Nat Commun. 2023 Mar 24;14:1634. doi: 10.1038/s41467-023-36775-8
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                        |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Immunofluorescence microscopy images were acquired using Olympus SpinSR microscope. Western blot data was acquired digitally by Image LAB(Bio-Red) software and analyzed by . Q-PCR data was acquired using the Applied Biosystems Viia 7 fast Real Time PCR system software.                          |
| Data analysis   | Data were analyzed using Prism Graphpad version 8. Microscopy images analysis was performed using ImageJ software version 2.1.0/1.53c. Densitometric analysis of western blots was performed with ImageJ software version 2.1.0/1.53c. RNA-seq data were analyzed using edgeR software version 3.38.1. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All transcriptome sequencing data that support the findings of this research have been deposited in the Gene Expression Omnibus (GEO) and are accessible through

the GEO accession number GSE195456 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=%20GSE195456>). All other data generated or analysed during this study are included in this published article (and its supplementary information files). Source data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

non

Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No statistical methods were used to predetermine sample size(n). Number of sample was determined based on experimental approach, availability, feasibility required to obtain definitive results.

Data exclusions

Exclusion criteria for animals were applied in case of death, cannibalism and the presence of severe clinical alteration of vita physiological functions. Exclusion criteria for samples were applied in case of histological artifacts (freeze- and cut-damaged tissues), RNA and protein degradation.

Replication

All of experiments have been successfully repeated at least three times and/or with sufficient cells/animals per group to demonstrate statistical significance. All experiments were statistically analyzed.

Randomization

The mice were randomly assigned to each experimental/control group.

Blinding

Each mouse was assigned a code number to enable blinded experimental/control group; when applicable, experimenters were blinded to the nature of samples by using number codes until final data analysis was performed.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

- |                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

- |                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Anti-Egr-1 (S-25) mouse monoclonal antibody , Santa Cruz , Cat #sc-101033,Western blot(WB)(1:500)</p> <p>Anti-Cidea rabbit polyclonal antibody, Abcam, Cat #ab8402,Western blot(WB)(1:1000)</p> <p>Anti-CD36(SM<math>\phi</math>) mouse monoclonal antibody , Santa Cruz , Cat #sc-7309,Western blot(WB)(1:1000)</p> <p>Anti-CLOCK rabbit polyclonal antibody , Proteintech, Cat # 18094-1-AP, Western Blot (WB)(1:1000)</p> <p>Anti-c-Myc rabbit polyclonal antibody , Proteintech, Cat # 10828-1-AP, Western Blot (WB)(1:1000)</p> <p>Anti-<math>\beta</math>-actin mouse monoclonal antibody , Proteintech, Cat # 66009-1-Ig, Western Blot (WB)(1:2000)</p> <p>Anti-<math>\alpha</math>-tubulin?clone 1E4C11? mouse monoclonal antibody,proteintech,Cat # 66031-1-Ig,WB?1:2000?</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Validation      | <p>Anti-Egr-1 (S-25) (Santa Cruz,sc-101033) was validates by Western Blot(WB) analyses of extracts from Raw 264.7,and Immunofluorescence analysis(IF) of HeLa cells. The antibody was also validated in our lab by WB in primary hepatocytes.</p> <p>Anti-Cidea (Abcam, ab8402)as validates by Western Blot(WB) analyses of extracts from Murine heart tissue lysate,and Immunofluorescence analysis(IF) of Mouse Heart cells.The antibody was also validated in our lab by WB in primary hepatocytes.</p> <p>Anti-CD36(SM<math>\phi</math>) (Santa Cruz,sc-7309) was validates by Western Blot(WB) analyses of extracts from HUV-EC-C ,and Immunohistochemical analysis(IHC) of paraffin-embedded human heart muscle tissue. The antibody was also validated in our lab by WB in primary hepatocytes, with or without overexpression Egr-1 adenovirus.</p> <p>Anti-CLOCK(Proteintech,18094-1-AP) was validates by Western Blot(WB) analyses of extracts from HEK-293 cells, HeLa cells, PC-3 cells,and Immunofluorescence analysis(IF) of HeLa cells. The antibody was also validated in our lab by WB in HEK293T cells.</p> <p>Anti-c-Myc (Proteintech?10828-1-AP) was validates by Western Blot(WB) analyses of extracts from HeLa cells, HT-29 cells, HL-60 cells, HepG2 cells, human placenta tissue, A549 cells, Jurkat cells, Raji cells, SH-SY5Y cells, Jurkat cells and Raji cells, Immunoprecipitation analysis(IP) of MCF-7 cells, Immunofluorescence analysis(IF) of U2OS cells, HEK-293 cells and Flow cytometric (FC)analysis of HeLa cells. The antibody was also validated in our lab by WB in HEK293T cells.</p> <p>Anti-<math>\beta</math>-actin(Proteintech?66009-1-Ig) was validates by Western Blot(WB) analyses of extracts from HeLa cells, A549 cells, Jurkat cells, HSC-T6 cells. NIH/3T3 cells, Pig brain, Rabbit brain, Rat brain, Mouse brain, Chicken brain, HEK-293 cells, HepG2 cells, K-562 cells, HHSC-T6 cells, 4T1 cells, CHO cells, mouse pancreas, rat pancreas, Immunoprecipitation analysis(IP) of HeLa cells, Immunohistochemistry analysis(IHC) of human kidney tissue, human brain tissue, human colon cancer tissue, human heart tissue, Immunofluorescence analysis(IF) of MDCK cells, HeLa cells and Flow cytometric (FC)analysis of HeLa cells.</p> <p>Anti-<math>\alpha</math>-tubulin (Proteintech, 66031-1-Ig) was validates by Western Blot(WB) analyses of extracts from HeLa cells, Recombinant protein.</p> |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                     |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | HEK293T cell line are originated from ATCC(CRL-3216™).                                                                                                                                              |
| Authentication                                                    | The cell line used was extracted DNA for comparison in DNA database for authentication.                                                                                                             |
| Mycoplasma contamination                                          | HEK 293T cell line wad maintained under the recommended culture conditions and media requirements. Mycoplasma detection was performed in accordance with department protocols (and tested negative) |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | None                                                                                                                                                                                                |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|--------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | <p>We generated mice with liver-specific KO (LKO) of Egr-1 by crossing Alb-Cre transgenic mice with homozygous floxed Egr-1 mice. Littermates were used as controls. The KO lines (strain 129) were backcrossed for a minimum of six generations to the C57BL/6J background (Egr-1-loxp mouse background). The mice were housed in a controlled environment with a 12-hour/12-hour light/dark cycle at 20~24?and 50~65% relative humidity and were fed chow diet ad libitum. Chow diet for reproduction and maintenance of mice were from Xietong Shengwu, China (Reproduction: SFS9112; Maintenance: SWS9102).All the animals used in the study were male mice at 2 months, 6 months, 12 months, and 21 months of age. To analyze the lipid metabolism in Figure 3, the liver were dissected at Egr-1 highest(H) zeitgeber time in the male mice of different ages. Liver samples were obtained at ZT13(H) in 2month group; at ZT9(H) in 6month group; at ZT5(H) in 12month group and 21month group. To analyze genes rhythm expression, the livers of WT and Egr-1 LKO male mice at matched age were obtained every 6 h started at ZT1. To analyze the function of Egr-1 in age-related liver lipid accumulation, the light time for 6-month-old male mice was advanced by 4 hours for 1 month according to the time at which the peak of Egr-1 expression moved forward from ZT13 to ZT9. The livers of male mice were dissected at ZT5 for analyzing the lipid metabolism. For restricted feeding, the WT and Egr-1 LKO male mice for 6-month-old mice were fed exclusively at daytime for 1 month. The livers of male mice were dissected every 6 h started at ZT1 for analyzing the rhythm. Mouse liver samples were obtained by cervical dislocation after anesthesia with or without light and the mouse carcasses were treated with centralized pollution-free treatment.In the survival experiment, the animals were euthanized when animals in the state of no anesthesia or sedation, were unable to eat or drink, and stand or extremely reluctantly to stand up to 24 hours. The animals were monitored once a week and once a day if symptom described above were present. Moribund animals were euthanized and every animal found dead or euthanized was necropsied. The criteria for euthanasia were based on an independent assessment by the veterinarian according to the AAALAC guidelines, and the animal was represented as dead in the curve only once its condition was deemed unsuitable for continued survival. Animals in the survival curve (WT group: n=22; Egr-1 LKO group: n=23) were considered as censored deaths.</p> |
|--------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

|                         |                                                                                                                                                                                                                                                  |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | The study did not involved in wild animals.                                                                                                                                                                                                      |
| Reporting on sex        | male mice                                                                                                                                                                                                                                        |
| Field-collected samples | The study did not involved in samples collected from the field.                                                                                                                                                                                  |
| Ethics oversight        | All mice were maintained and used in accordance with the Animal Care and Use Committee of the Model Animal Research Center of Nanjing University, Nanjing, China, using approved protocols from the institutional animal care committee (#CS20). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

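The data were the counts of reads per gene that the authors made with HISAT2 and featureCounts and deposited without normalization, as whole numbers, for 18 liver libraries of a time course and 12 liver libraries of WT and *Egr-1* KO mice. No reads were aligned again. Both count tables were used in full, and 0 columns of values per sample were left out. Genes were matched to locations of GRCm38 from GENCODE M21, by Ensembl identifier in the genotype experiment (55144 of 55471 genes matched) and by symbol in the time course (53775 of 54429 genes matched). The paper does not name the annotation behind the counts, and genes without a match were kept in all tests.

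Each age and time point, and each age, genotype, and time of collection, had 1 library. The tools were R 4.3.3 with edgeR 4.0.16, limma 3.58.1, and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, and matplotlib 3.10.9. CPM were computed from library totals multiplied by edgeR's TMM factors. Euclidean distances, summed CPM of marker genes, comparisons with random lists, counts of directions within the gene lists of the paper, and the values set beside Supplementary Fig. 6J used CPM from library totals without TMM factors. FPKM used library totals without TMM factors and the summed length of all annotated exons of a gene.

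The test of WT against KO over the 6 pairs used edgeR's quasi-likelihood fit with 1 term for genotype and 1 block for each pair, on genes passing edgeR's filterByExpr. Terms for genotype by age and genotype by time of collection were fitted separately to ask whether the effect of genotype differed between ages or times. Lists of genes that differed between 1 library and 1 other came from edgeR's exact test with the trended dispersion of the fit over the 6 pairs (median biological coefficient of variation 0.152), an absolute log2 fold change over 1.2, and a Benjamini-Hochberg adjusted p under 0.05. Levels between ages were compared by edgeR's quasi-likelihood F-test with ZT as a block. Rhythms were compared between ages by testing the interaction of age with the cosine and sine of a 24-h period. The rhythm within each age was tested by an exact permutation test of the JTK kind, with a 24-h period and phases at each 4 h, and by a cosinor in edgeR as an alternative. Standard errors of log2 fold changes come from the edgeR fit. Intervals of single libraries are exact Poisson intervals at 95%.

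Genes named in the text are those that the paper names and, for the test over the 6 pairs, the 5 with the smallest p in each direction among genes past the threshold that changed the same way in all 6 pairs. *Foxq1*, *Gm9824*, and *Moxd1* were named after their values were seen, as the genes that passed an interaction test. *Saa2*, given as an example of the acute-phase genes, was not set by these rules. Of the acute-phase genes, it had the largest log2 fold change of 6 over 2 months in the time course, 8.39. Lists of genes were compared with 10000 random lists of the same size, drawn from genes of like abundance, after 0.1 was added to each CPM. The time of day of a library was read from clock genes by correlation with curves fitted to other libraries in steps of 0.1 h, after 0.5 was added to each CPM. A count of 3 or fewer reads was treated as the floor of detection, and no fold change is given where both libraries lay at it.

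The counts of genes, the distances, the *Cidea* levels in CPM, and the genotype effects on single genes were computed again under alternatives for normalization, filtering of low counts, dispersion, thresholds, blocks, and test. The pipeline was tested on simulated data with known rhythms, known differences between groups, and none. Gene ontology terms, quantitative PCR, protein levels, and the binding of Egr-1 to promoters were not analysed here.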

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

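All tests of explanations in this part were chosen only after the result was seen. Of 80 groups of 6 libraries whose highest and lowest values were examined, 7 held a library farther from the rest than Dixon's 95% critical value of 0.625, where chance alone gives about 1 in 20, or 4 of 80.

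*Egr1* in the time course lay far above the other 5 libraries of the age in 1 library of each age: TC_2m_ZT1 with 27.3 CPM (others 1.45 to 8.9), TC_6m_ZT5 with 37.8 CPM (others 3.07 to 9.29), and TC_12m_ZT21 with 14.3 CPM (others 2.38 to 6.3). *Egr1* is an immediate-early gene, and handling of a mouse before collection could raise it together with others of this class. In TC_6m_ZT5, 21 other immediate-early genes had a median log2 difference of 0.38 from the rest of the age, above 99.9% of random lists of like abundance. In TC_2m_ZT1 and TC_12m_ZT21, the same list lay above 46.6% and 84% of random lists. In the genotype experiment, the list was higher in WT_6m_H than in KO_6m_H by a median of 0.77 (above 100% of random lists), whereas in WT_12m_L, which also had high *Egr1*, it lay above 67.4% of random lists relative to WT_12m_H and above 60% relative to KO_12m_L. In the pair at 2 months L, where *Egr1* was higher in the library labelled KO, the list was higher in that library too, with a median log2 difference of WT over KO of -1.18, above 0% of random lists. In the pair at 2 months H, the list was also higher in KO, with a median of WT over KO of -0.16, above 0.86% of random lists. An immediate-early response in single libraries therefore remains open for TC_6m_ZT5, WT_6m_H, KO_2m_H, and KO_2m_L. It was not seen in TC_2m_ZT1, TC_12m_ZT21, WT_12m_L, or WT_6m_L. In WT_6m_L, *Egr1* was 24.9 CPM against 4.92 CPM in KO_6m_L. The list in that pair had a median log2 difference of WT over KO of -0.16, above 13.6% of random lists. A rhythm of *Egr1* that shifts with age would also give 1 high library per age, and for TC_6m_ZT5 it cannot be told apart from an immediate-early response.

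*Cidea* was far higher in TC_12m_ZT21, with 4.5 CPM from 64 counts, than in the other 12-month libraries, with 0.552 to 1.5 CPM. No technical explanation was tested for this library, and the time course has no second library of that age and time. *Cidea* was also high in KO_6m_L, a library that the paper's text does not discuss, with 88 CPM against 1.62 CPM in WT_6m_L. Lipid-droplet genes without *Cidea* were higher in KO than in WT at 6 months L by a median log2 difference of 0.70 (above 100% of random lists of like abundance) and at 6 months H by 0.34 (above 96.9%). Summed over the 10 genes of the list, with *Cidea*, the level was higher in KO_6m_H (1221 CPM) than in WT_6m_H (920 CPM) and lower in KO_6m_L (1458 CPM) than in WT_6m_L (1690 CPM). The median over genes and the sum therefore differ in direction at 6 months L. A rise of lipid-droplet genes together with *Cidea* remains open at 6 months H and is uncertain at 6 months L. At 2 and 12 months, the list lay above 63.2% to 88.3% of random lists.

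Between WT_L and KO_L, a comparison that the paper does not report, 211 genes differed at 2 months, 180 at 6 months, and 147 at 12 months, more than between WT_H and KO_H at each age with the main settings. At 6 months, the order was reversed with a biological coefficient of variation of 0.2 (145 at L and 152 at H) or 0.4 (12 and 16), with 0.2 and an unadjusted p (658 and 670), and with the linear fold threshold (2236 and 2377). *Egr1* in the library labelled KO was higher than in WT at 2 months L. Without TMM factors, the genes higher in WT_L and in KO_L at 2 months changed from 120 and 91 to 85 and 157, and at 12 months from 75 and 72 to 50 and 97. WT and KO livers collected at different clock times would also add genes. Read from clock genes, the KO library lay within 0.4 h of the WT library in the 3 pairs at H, and it lay -0.5, -1.6, and -2.3 h from it in the pairs at L of 2, 6, and 12 months. Read against the time-course libraries of the same age alone, WT_2m_L and KO_2m_L both read ZT13.0. WT_6m_L and KO_6m_L read ZT22.0 and ZT20.9, and WT_12m_L and KO_12m_L read ZT23.2 and ZT21.7. The difference at L was thus smallest at 2 months, where the list was longest, with either reference. The error of such a difference within a pair is not known, and different clock times cannot be told apart from an effect of genotype at L.

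The effect of genotype differed between ages in *Foxq1* and *Gm9824* (adjusted p = 0.0415 for each, edgeR quasi-likelihood F-test of the interaction with Benjamini-Hochberg adjustment). *Foxq1* had log2 differences of KO over WT of 0.84 and 0.71 at 2 months, -2.73 and -2.13 at 6 months, and -0.75 and -0.45 at 12 months. *Gm9824* had -0.77 and -0.53 at 2 months, 1.36 and 1.34 at 6 months, and 0.18 and 0.27 at 12 months, and it is a predicted gene whose reads can belong to a paralog. The effect of genotype differed between H and L in *Moxd1* (interaction of -4.26 on the log2 scale, adjusted p = 0.0317, edgeR quasi-likelihood F-test with Benjamini-Hochberg adjustment), with -4.71, -4.60, and -5.01 at L and -0.45, -0.39, and -0.00 at H. These 3 genes were singled out after their values were seen. No technical explanation was tested for them, and no other gene passed these interaction tests.

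Acute-phase genes, which the paper does not discuss, were higher in the 6-month than in the 2-month time course by a median log2 difference of 2.01 over 23 genes, above 100% of random lists. At 12 months the list had a median of -0.04 relative to 2 months. In WT livers of the genotype experiment, which were other mice, the list was higher at 6 than at 2 months by 0.16, above 98.1% of random lists. *Saa2* was 26 CPM in WT_6m_H and 172 CPM in WT_6m_L, compared with 3079 to 17176 CPM in the 6-month time course. A response of age 6 months of the size seen in the time course was therefore not present in these WT libraries, and a much smaller one is not ruled out. An inflammatory or stress response of the mice of the 6-month time course could explain the difference and was not tested separately.

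Markers of the small intestine that the paper does not name were higher in KO_12m_L than in WT_12m_L by a median log2 difference of 2.42, and higher in KO_6m_H than in WT_6m_H, in both cases above 100% of random lists of like abundance. In the other 4 pairs, the list lay above 2.72% to 20.8% of random lists. The 14 of these markers with a median under 1 CPM summed to 16.1 CPM in KO_6m_H and 26.3 CPM in KO_12m_L, compared with 0.0609 to 2.15 CPM in the other genotype libraries. In TC_2m_ZT21, from C57BL/6J mice, they summed to 7.72 CPM, and 7 intestinal genes that the paper names summed to 23.2 CPM. In TC_6m_ZT5, they summed to 59.9 CPM with 2 of the 14 at 3 or more counts, and the 7 named genes summed to 0.0748 CPM. A candidate source is RNA of the intestine taken with the liver. At 3 or more counts were 7 of the 14 markers in KO_6m_H, 10 in KO_12m_L, and 7 in TC_2m_ZT21, which is not from a KO mouse. A weaker form was present in WT_2m_H, with 5 of the 14. A change of liver cells toward an intestinal state was not tested.

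Among marker sums of other tissues, blood markers were highest among the 12-month time-course libraries in TC_12m_ZT9 with 4492 CPM (others 1100 to 2212). Gallbladder and bile-duct markers were highest among the WT libraries of the genotype experiment in WT_12m_H with 49.5 CPM (others 21.1 to 31.7). Kidney markers were lowest among the 2-month time-course libraries in TC_2m_ZT21 with 0 CPM (others 0.332 to 0.43). Outside these groups, higher values occurred, such as 4614 CPM of blood markers and 147 CPM of gallbladder and bile-duct markers in TC_6m_ZT13, and kidney markers were also at 0 CPM in TC_12m_ZT5. The kidney value rests on fewer counts than the floor of detection allows to read. Of 15 pancreas markers, 14 were at 3 or more counts in TC_12m_ZT17, 12 in WT_6m_L, and 10 in WT_2m_H, and at most 5 in any other library. No explanation was tested for the pancreas markers. More blood or bile duct in the piece of liver is a technical explanation that was not tested further, and no biological explanation was tested.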

How the results depend on the processing

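The test of the 3 pairs at L, the linear fold threshold, and the opposite direction were chosen only after the result was seen, and the other alternatives were set before the data were examined. No analysis paired by mouse was possible because a liver is collected once, so that no mouse was measured under 2 conditions. The pairs of WT and KO, used as blocks, are matched groups and not the same mice. Of 147 values that counts, distances, and *Cidea* levels took under alternatives, 69 stayed close to the main value, and 78 moved. Where a value moved, the cause was not tested.

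The numbers of rhythmic genes depended on the test. With adjusted p from the exact permutation test, 0, 0, and 0 genes were rhythmic at 2, 6, and 12 months, and 0 were shared. These counts of 0 were set by the smallest p that the exact test allows. The edgeR cosinor at an unadjusted p under 0.05 gave 2841, 2725, and 2511 genes, of which 686 were shared, and at an adjusted p under 0.05 it gave 684, 654, and 493 genes, of which 163 were shared. A mean of at least 5 CPM, an amplitude of at least 1.5, genes of any count, DESeq2's size factors, and totals without TMM factors kept the count at each age and the count shared by all 3 ages within 1.5 times the main value. With the amplitude threshold, the genes shared by 2 and 6 months fell from 118 to 73 and those shared by 6 and 12 months from 92 to 57.

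A change of rhythm between 2 and 12 months was found in 17 genes with DESeq2, in 13 genes with all genes of any count, and in 0 to 4 genes when 1 time point was left out. A change of rhythm between 2 and 6 months was found in 255, 164, and 0 to 113 genes, in the same order. A difference in level was found in 955 genes between 2 and 12 months and in 1037 genes between 2 and 6 months when ZT was not a block. When 1 time point was left out, the latter was 875 to 1275 genes.

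The effect of genotype over the 6 pairs was found in 408 genes with DESeq2, in 636 genes with all genes of any count, in 16 genes without blocks, in 2 genes with the 3 pairs at H, in 59 genes with the 3 pairs at L, and in 45 to 151 genes when 1 pair was left out. Of the 214 genes of the main test, 206 were also found by DESeq2 and 213 with genes of any count. The effect on 25 single genes, tested under the same alternatives and for *Egr1* in the time course also under those of the rhythm test, gave 310 values, of which 234 stayed on their side of the threshold, 64 became weaker, 12 became stronger, and 0 reversed. Of the weaker values, 25 came from leaving out 1 pair and 39 from the use of 3 pairs or no blocks. *Cidea* and *Tff3* gave no value with genes of at least 10 counts in every library.

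Between WT_H and KO_H, the lists at 2, 6, and 12 months held 188, 368, and 181 genes with a biological coefficient of variation of 0.1 and 1, 16, and 10 genes with 0.4. With an unadjusted p under 0.05, they held 509, 670, and 446 genes at a coefficient of 0.2 and 299, 418, and 251 genes with the trended dispersion. A fold change over 1.2 on the linear scale, a coefficient of 0.1, and an unadjusted p under 0.05 gave 1454, 2377, and 1412 genes. The genes shared in the same direction with the list of WT_H and WT_L numbered 54, 81, and 44 with a coefficient of 0.1, 1, 0, and 7 with 0.4, 141, 141, and 97 with 0.2 and unadjusted p, 79, 96, and 61 with the trended dispersion and unadjusted p, and 394, 817, and 303 with the linear threshold. In the opposite direction, they numbered 3, 1, and 3 with the main settings and 49, 40, and 112 with the linear threshold. Without TMM factors, the genes higher in WT_H and in KO_H at 6 months changed from 82 and 51 to 66 and 63.

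The distance between WT_6m_H and KO_6m_H ranked 1 of 18 on the linear scale, also with DESeq2's size factors and without the 10 most abundant genes, and 8 of 18 with log2(CPM + 1). *Cidea* without TMM factors was 140 CPM in KO_12m_H and 95.1 CPM in KO_12m_L, outside the counting error of 123 to 133 and 82.3 to 91.8 CPM. In the other 10 genotype libraries it stayed within the counting error.

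Depth limits *Cidea* at 2 months, where 3 of the 4 genotype libraries had at most 3 counts. The H libraries were deeper than the L libraries at each age. When the libraries were thinned to 13747706 counts, WT_H and WT_L differed in 124, 119, and 90 genes at 2, 6, and 12 months instead of 125, 125, and 94, so that depth did not make these lists.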

Differences from the paper's values

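No tests of this part were chosen only after the result was seen, except those with the linear fold threshold and with the opposite direction, named where they appear.

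The paper's numbers of rhythmic genes were 621, 579, and 428 at 2, 6, and 12 months, and here all genes called at these ages numbered 1080, 1020, and 802. The paper's text describes its numbers as genes rhythmic at that age alone, and set against the 837, 827, and 585 genes called at 1 age alone here, they are within 1.5 times. For all genes called, the alternatives were compared. The gap closed with a mean of at least 5 CPM (888, 841, and 642 genes), with an amplitude of at least 1.5 (758, 683, and 560 genes), and with the edgeR cosinor at an adjusted p under 0.05 (684, 654, and 493 genes). It did not close without TMM factors (997, 1041, and 728 genes) or with DESeq2's size factors (1095, 1020, and 791 genes). It also stayed open with genes of any count (1253, 1188, and 952 genes) and with the cosinor at an unadjusted p (2841, 2725, and 2511 genes). The adjusted p from the exact test gave 0 genes, which its smallest p made all but certain, and cannot be compared. The paper's numbers of genes rhythmic at 1 age were about 510, about 480, and about 330 at 2, 6, and 12 months in Fig. 1G, read by eye, and here they were 837, 827, and 585. The gap closed with a mean of at least 5 CPM (671, 667, and 452 genes), with an amplitude of at least 1.5 (590, 565, and 408 genes), and, at 6 months, with the cosinor at an adjusted p (400 genes). With the other alternatives of the rhythm test, these gaps stayed open.

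Between WT_H and KO_H at 6 months, the paper's numbers were 613 genes, 309 higher and 304 lower in KO, and here they were 133, 51, and 82. The gap closed with a biological coefficient of variation of 0.2 and an unadjusted p under 0.05 (670, 336, and 334 genes) and with the trended dispersion and an unadjusted p under 0.05 (418, 208, and 210 genes), and with no other alternative set before the data were examined. The legend of Fig. 4F gives a p without adjustment, and the Methods give an adjusted p. The paper's lists for WT_H and KO_H held about 1400, about 2300, and about 1400 genes at 2, 6, and 12 months in Supplementary Fig. 4A, read by eye, against 68, 133, and 48 here. For WT_H and WT_L, they held about 1900, about 2300, and about 2000 genes in the same panel, read by eye, against 125, 125, and 94 here. No alternative set before the data were examined closed these gaps. A fold change over 1.2 on the linear scale with a coefficient of 0.1 and an unadjusted p, chosen after seeing the values, gave 1454, 2377, and 1412 genes and 1994, 2394, and 2071 genes.

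The paper's number of genes in both lists was about 41 at 2 months in Supplementary Fig. 4A, read by eye, against 27 here, and 54 with a coefficient of 0.1. At 12 months it was about 110 in the same panel, read by eye, against 19 here, and 97 with a coefficient of 0.2 and an unadjusted p. With the linear fold threshold and genes that changed in the opposite direction, both chosen after seeing the values, the numbers were 49 and 112. The other alternatives left both gaps open.

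The paper's FPKM of *Cidea* in WT_6m_H was about 0.5 in Fig. 4I, read by eye, and here it was 1.34. In Supplementary Fig. 6J, read by eye, the paper's log2(CPM + 1) in KO was about 8.3 for *Asns* (3.94 here), about 8.8 for *Slc13a3* (3.99 here), about 0.6 for *Hpgds* (1.1 here), and about 0.5 for *Slc6a19* (0.80 here). In WT, it was about 0.4 for *Kcnj10* (0.81 here) and about 0.12 for *Hpgds* (0.48 here). No alternative was set before the data were examined for these values.

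The paper describes the phases of most clock genes as similar at 2 and 12 months, with a changed amplitude of *Bmal1*, *Clock*, and *Rora*. It names both its sequencing and RT-PCR for this, and its supplementary figure gives mRNA levels of several mice per group. The values that follow come from the sequencing alone, with 1 library per time point, so that the 2 are not the same measurement. Here, 18 of 19 clock genes peaked later at 12 than at 2 months, with a median shift of 1.3 h, and 6 genes stayed within 1 h. In the edgeR test of amplitude and phase together, 1 of the 19 genes passed an adjusted p under 0.05 when adjusted over the list. When adjusted over all genes, 0 passed. The amplitude of *Bmal1* changed by -0.23 on the log2 scale (unadjusted p = 0.153, edgeR test of amplitude and phase together) and that of *Rora* by 0.04 (unadjusted p = 0.0716 in the same edgeR test). The amplitude of *Clock* changed by -0.07, and its unadjusted p of 0.0403 in that edgeR test passed 0.05 without adjustment and not with it. Among the 19 genes, the largest amplitude changes were -1.42 in *Npas2* and -0.97 in *Nr1d1*, and the largest rise was 0.37 in *Per3*. *Npas2* was the gene that passed when adjusted over the list (adjusted p = 0.0324 in that edgeR test). Fig. 2A places *Cry1* among genes rhythmic at all ages, whereas here it was called at 6 and 12 months, and also at 2 months with the edgeR cosinor and without TMM factors. Of the 20, 9, and 13 genes that the panel places under 2, 6, or 12 months, 9, 5, and 5 were called at that age, 11, 7, and 9 without TMM factors, 12, 7, and 5 with the cosinor at an unadjusted p, 9, 4, and 2 with the cosinor at an adjusted p, and 9, 5, and 4 with DESeq2's size factors.

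The paper places the peak of Egr-1 mRNA at ZT5, ZT1, and ZT21 at 2, 6, and 12 months, from several mice per time point (Fig. 2B). In the libraries, *Egr1* was highest at ZT1, ZT5, and ZT21, with 1 library per time point. From 2 to 6 months, the highest value thus came later and not earlier. The change of its rhythm between these ages did not pass an adjusted p under 0.05 in edgeR's test. The paper describes *Gapdh* as raised in KO at 6 months H. Here, it was higher in KO_6m_H by a log2 fold change of 0.58 and was not in the list, except with the linear fold threshold, chosen after seeing the values, which listed all 4 genes that the paper names as raised. The paper takes the genes of Fig. 4D and Supplementary Fig. 4C as regulated by the rhythm of Egr-1 at 12 months, which would make a loss of Egr-1 and its lowest time change them in the same direction. Here, at 12 months, the 10 genes of Fig. 4D were higher in KO_H than in WT_H and lower in WT_L than in WT_H, and the 8 genes of Supplementary Fig. 4C had the opposite signs. Of these genes, 0 of 10 and 1 of 8 were in the list of WT_H and KO_H at 12 months, and 10 of 10 and 8 of 8 with the linear fold threshold, chosen after seeing the values. The paper treats H and L as times of high and low Egr-1, by protein. By RNA, WT_12m_H had 5.83 CPM of *Egr1* and WT_12m_L had 54.8 CPM. The paper treats the KO livers as lacking *Egr1* in hepatocytes, whereas *Egr1* RNA was not lower in the library labelled KO at 12 months H (log2 fold change 0.07) or 2 months L (2.36). The paper places the largest distance at 6 months between WT_H and KO_H. Here, this held on the linear scale. On the log2 scale, the largest of the 18 distances within an age, 59.3, lay between WT_2m_L and KO_2m_L. It ranked 18 of all 66 distances.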

Other observations

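In this part, the tests of exchanged labels for the effect of genotype, for the level between 2 and 6 months, and for the rhythm between ages, of mislabelled libraries, and of clock times were chosen only after the result was seen.

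When WT and KO were exchanged within pairs in all 32 distinct ways, 1 of them, the real assignment, gave as many genes as the 214 of the effect of genotype, and the others gave at most 1 gene. For the level between 2 and 6 months and between 2 and 12 months, 1 of 32 exchanges of the ages within time points gave as many genes as the real assignment. For the rhythm between 2 and 6 months, 6 of 32 exchanges gave at least 31 genes, and 1 of them gave 1013. For the rhythm between 2 and 12 months, the real assignment gave 0 genes, which 32 of 32 exchanges must reach, so that this count could not have come out otherwise. At an unadjusted p under 0.05, 16 of 32 exchanges gave at least the 649 genes of the real assignment. Exchanging the ages at some time points also turns a difference in level into a pattern over the day. These exchanges therefore do not separate a change of rhythm from chance, and whether rhythms changed with age over all genes remains open. For the rhythmic genes, 1 of 60 circular orders of the libraries gave as many genes at each of 2, 6, and 12 months, the real order itself. For the 17 genes shared by the 3 ages, 1 of 100 drawn combinations of orders, the real combination, gave as many, and the others gave 0 to 5.

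*Egr1* was not lower in the library labelled KO at 12 months H and 2 months L, and an exchange of the labels WT and KO was tested as an explanation. Of 50 genes that separated WT from KO in the other pairs, 94% and 98% changed in the same direction in these 2 pairs as elsewhere, where this exchange would give the opposite direction. The share of *Alb* among the counts was also lower in KO in all 6 pairs, with 5.29% to 6.13% in WT and 2.81% to 3.58% in KO. An exchange of WT with KO is therefore not an explanation of the *Egr1* values in these pairs. An exchange of H with L within a genotype would leave these measures unchanged and was not tested by them. At 2 months, KO_2m_L had 7.43 CPM of *Egr1*, above both WT_2m_H (2.57 CPM) and WT_2m_L (1.45 CPM). Such an exchange would still leave this KO library above its WT partner, which argues against it for the 2-month pair. At 12 months, an exchange in 1 genotype would put KO below WT in both pairs, and it remains open. *Egr1* RNA from cells other than hepatocytes, in which *Alb*-Cre does not act, was not tested.

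KO mice can carry genes of the 129 strain around *Egr1* on chromosome 18 that WT littermates lack. The paper does not state whether its WT littermates carried the floxed allele. Littermates with that allele would share the region, and the following test could then find nothing. Of 114 genes within 10 Mb of *Egr1*, 2 (1.75%) passed the test of genotype, compared with 1.39% of all genes, and their median p ranked above 48.2% of random lists. Genes near *Egr1*, as a group, did not make up the effect of genotype. Strain differences elsewhere in the genome were not tested.

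The large distance between WT_6m_H and KO_6m_H on the linear scale came to 88.8% from the 10 most abundant genes. Without these 10 genes, the distance was 12557 and ranked 13 of all 66. Within ages it still ranked 1 of 18, closely followed by 12430 between WT_2m_L and KO_2m_L. A few abundant genes could therefore explain its size and its rank among all libraries, and its rank within ages without them rests on a small lead.

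The later peaks of clock genes at 6 months could come from livers collected at another time than labelled. Placed by the same clock genes against the other 2 ages, the 6 libraries of 6 months read -1.1 to -3.2 h from their labels, a range of 2.1 h, and those of 2 months read 0.4 to 3.0 h. An offset shared by all libraries of an age can come from a shift of collection times or of the light schedule as well as from a change of the clock with age, and these cannot be told apart here.

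The genotype libraries at H also read away from their labelled ZT. WT_12m_H and KO_12m_H read -4.7 and -5.0 h from ZT5, and WT_6m_H and KO_6m_H read 4.2 and 3.8 h from ZT9. WT_12m_L read 3.4 h from ZT21, and the other 7 libraries lay within the largest miss of the time course. WT_2m_H and KO_2m_H, labelled ZT13, read ZT15.7 and ZT16.1, later than WT_2m_L and KO_2m_L, labelled ZT17, with ZT14.7 and ZT14.2. WT_12m_H and WT_12m_L read ZT0.3 and ZT0.4. Clock genes therefore did not separate WT_H from WT_L as labelled at 2 and 12 months. Read against the time-course libraries of the same age alone, WT_2m_L and KO_2m_L read -4.0 h from ZT17 and WT_12m_L read 2.2 h from ZT21, so that the set of libraries away from their labels depends in part on the reference. Libraries collected at another time than labelled could explain this. This was not tested further.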
